# Gene expression profiling of mouse p53-deficient epidermal carcinoma defines molecular determinants of human cancer malignancy

**DOI:** 10.1186/1476-4598-9-193

**Published:** 2010-07-14

**Authors:** Ramón García-Escudero, Ana B Martínez-Cruz, Mirentxu Santos, Corina Lorz, Carmen Segrelles, Guillermo Garaulet, Cristina Saiz-Ladera, Clotilde Costa, Águeda Buitrago-Pérez, Marta Dueñas, Jesús M Paramio

## Abstract

**Background:**

The epidermal specific ablation of *Trp53 *gene leads to the spontaneous development of aggressive tumors in mice through a process that is accelerated by the simultaneous ablation of *Rb *gene. Since alterations of p53-dependent pathway are common hallmarks of aggressive, poor prognostic human cancers, these mouse models can recapitulate the molecular features of some of these human malignancies.

**Results:**

To evaluate this possibility, gene expression microarray analysis was performed in mouse samples. The mouse tumors display increased expression of cell cycle and chromosomal instability associated genes. Remarkably, they are also enriched in human embryonic stem cell gene signatures, a characteristic feature of human aggressive tumors. Using cross-species comparison and meta-analytical approaches, we also observed that spontaneous mouse tumors display robust similarities with gene expression profiles of human tumors bearing mutated TP53, or displaying poor prognostic outcome, from multiple body tissues. We have obtained a 20-gene signature whose genes are overexpressed in mouse tumors and can identify human tumors with poor outcome from breast cancer, astrocytoma and multiple myeloma. This signature was consistently overexpressed in additional mouse tumors using microarray analysis. Two of the genes of this signature, AURKA and UBE2C, were validated in human breast and cervical cancer as potential biomarkers of malignancy.

**Conclusions:**

Our analyses demonstrate that these mouse models are promising preclinical tools aimed to search for malignancy biomarkers and to test targeted therapies of prospective use in human aggressive tumors and/or with p53 mutation or inactivation.

## Introduction

Mouse models of human cancer have become essential tools for preclinical analysis of antitumoral drug discovery. To demonstrate that these models faithfully recapitulate human disease, a deep characterization of the tumors is required. Functional comparative genomics is one of the most powerful techniques for such validation. Moreover, such analyses have also evidenced that mouse models display the complexity of human cancer genomes. Cross-species studies using genomic-based technologies have indicated the preservation of oncogene transcriptional signatures [1,2] or the synteny of tumor-associated copy number alterations [3-5]. Furthermore, comparison between mouse and human samples have demonstrated the conservation of somatic signature mutational events [4,5], and have enabled the efficient identification of new oncogenes in human cancers [6].

The p53 protein is a transcription factor that responds to diverse stress signals (including DNA damage, oncogene activation and various metabolic limitations) to regulate many target genes that induce cell-cycle arrest, apoptosis, senescence, autophagy, DNA repair and/or metabolic changes [7,8]. As a consequence, the p53 pathway is a crucial mechanism for effective tumor suppression. Somatic or germline mutations in TP53 gene that compromise its function occur in around 50% of all human cancers (IARC TP53 mutation database, version R14, November 2009 is the latest, [9]), and even those tumors that retain wild-type p53 frequently show defects in the pathways leading to its functional inactivation [10], such as amplification of MDM2 [11]. Furthermore, somatic mutations in TP53 have been associated with poor outcome in most human cancers [9,11]. Importantly, both somatic and germline TP53 mutations are usually followed by loss of heterozygosity (LOH) during tumor progression [12], which suggest that a selective force inactivates the remaining wild-type allele. The majority of TP53 mutations are missense (73.6%), and many of these missense mutant p53 forms not only lose their tumor suppressive function and acquire dominant-negative activities, but also gain new oncogenic properties that are independent of wild-type p53, the so called gain-of-function mutants [12]. However, an important proportion of mutations would give rise to a truncated p53 protein, such as nonsense, frameshift and large deletion mutations (16.6% of all mutations). The essential role of p53 in tumor suppression has also been demonstrated using genetically modified mice, whereby *Trp53 *deletion or missense mutations induce tumor formation in multiple tissues and organs [13]. We and others have reported that the somatic inactivation of p53 tumor suppressor in stratified epithelia, using the Cre-LoxP system (hereafter Trp53^ΔEC^), induces spontaneous development of skin squamous cell carcinoma (SCC) [14,15]. Besides, skin tumor development is accelerated by inactivation of both *Trp53 *and *Rb *genes (hereafter Rb^ΔEC^; Trp53^ΔEC^) [15]. Interestingly, tumors arising in both genotypes, which originate in close proximity to hair bulge, where the adult epidermal stem cells reside, display high aggressive characteristics including premature epithelial-mesenchymal transition (EMT) and distant metastasis (manuscript in preparation).

Here we have characterized the differential gene expression patterns between tumor and normal skin tissue, in order to obtain putative target genes for antitumoral therapies and/or for biomarker discovery. We have observed that primary tumors from Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^show a predominant overexpression of genes involved in cell cycle progression and mitosis regulation. The mouse tumors also display a core transcriptional profile similar to human embryonic stem cells, a feature associated with increased aggressiveness of human tumors. Cross-species studies demonstrate that the overexpressed genes could significantly identify human cancers bearing p53-mutations and/or highly aggressive behavior. Collectively, we have obtained a set of genes with reproducible overexpression in mouse samples, which could be used as targets for preclinical antitumor therapies and as biomarkers of malignancy in primary tumors.

## Results

Inactivation of *Trp53 *in stratified epithelia leads to the generation of spontaneous epidermal tumors with a complete penetrance by one year of age [15]. The simultaneous inactivation of *Rb1 *and *Trp53 *leads to earlier appearance of the tumors and faster growth at early stages when compared to inactivation of only *Trp53 *alleles. To fully characterize the molecular features of these tumors we performed gene expression profiling using Affymetrix microarrays using total RNA from 27 carcinomas arising in Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mice, and 9 normal, wild type skin samples.

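The deposited values of the training dataset were re-analysed. It holds 1 Affymetrix MOE430 2.0 array of total RNA for each of 5 wild type skin samples, 7 tumors from Trp53 ΔEC mice and 8 tumors from Rb ΔEC; Trp53 ΔEC mice. The testing dataset was not used here. By histology, 6 tumors were poorly differentiated, 3 undifferentiated and 2 spindle cell carcinomas, and 4 were mixed. Both genotypes held tumors of every class, with 2 poorly differentiated tumors and 3 mixed tumors among the Trp53 ΔEC samples, and 4 poorly differentiated tumors and 1 mixed tumor among the Rb ΔEC; Trp53 ΔEC samples. The skin came from mice of 2 months, and the sample labels give no age for the tumors, so age and tumor growth cannot be separated. The authors had background-corrected, normalized and summarized the probe intensities by RMA, and the values are on a log2 scale, from 2.34 to 14.72. Array medians lay between 5.58 and 5.63 in skin, between 5.65 and 5.75 in Trp53 ΔEC tumors and between 5.68 and 5.73 in Rb ΔEC; Trp53 ΔEC tumors. RNA degradation was read from the *Actb* control, as the log2 difference between its probesets at the 3′ and the 5′ end. This difference was 0.72 ± 0.27 (SD, n = 5) in normal skin, 0.60 ± 0.18 (SD, n = 6) in poorly differentiated tumors and 0.28 ± 0.04 (SD, n = 3) in undifferentiated ones. Of 45101 probesets, 64 array controls were left out and 45037 were tested. Groups were compared with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment. For genes with several probesets the one with the highest mean over all arrays was kept, which gave 18193 genes. Differences are log2 fold changes, and the number of arrays limits their precision.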

### Gene expression comparison of tumours arising in Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mouse models

In both genotypes the tumors appeared as small subcutaneous squamous lesions originating in or close to the hair follicles (Fig. 1a). They exhibit a fast growth leading to poorly differentiated squamous cell carcinomas (Fig. 1b), which rapidly progress, lose the expression of differentiation markers such as K10, K6 and K17 [15], and become highly undifferentiated carcinomas (Fig. 1c) and in, some cases evolve to spindle cell carcinomas (Fig. 1d), possibly by means of a premature EMT process. Overall, at the most advanced stage Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mice tumors are very similar and histopathologically indistinguishable (Fig. 1e) [15].

**Figure 1:**
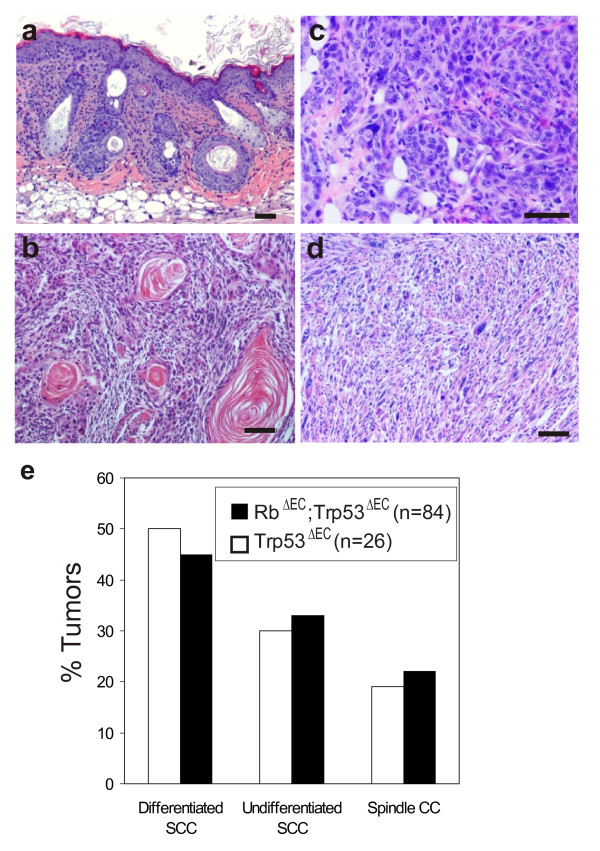
**Histological analysis of tumors arising in Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mice**. Histology sections showing (**a**) a representative example of subcutaneous tumor mass arising from the hair follicle in a Rb^ΔEC^; Trp53^ΔEC ^mouse, (**b**) a poorly differentiated SCC from a Rb^ΔEC^; Trp53^ΔEC ^mouse, (**c**) a highly undifferentiated tumor from a Trp53^ΔEC ^mouse, and (**d**) a spindle cell carcinoma in a Rb^ΔEC^; Trp53^ΔEC ^mouse. (**e**) Proportion of tumors arising in both mouse models. Advanced stage tumors were classified histopathologically into poorly differentiated, undifferentiated and spindle cell carcinomas.

In order to characterize the tumor progression and to compare tumors with different histological grade at the molecular level, we performed supervised analysis of differential gene expression. This analysis showed significant differences depending on tumor histological grade (undifferentiated/spindle vs. poorly differentiated carcinomas) (Fig. 2). 

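Poorly differentiated carcinomas still make keratins and barrier proteins of the epidermis, whereas undifferentiated and spindle cell carcinomas have lost the epithelial form. The 5 undifferentiated/spindle carcinomas were compared with the 6 poorly differentiated ones, and mixed tumors were left out. At an adjusted p under 0.05 from limma, 4522 probesets were higher in undifferentiated/spindle carcinomas and 3133 were lower. At gene level 2304 genes were higher and 1802 lower. In 1351 genes every undifferentiated/spindle carcinoma lay above every poorly differentiated one, and in 1254 every one lay below. Chance gives such a separation, in either direction, in 0.433% of genes. Among the separated genes the largest rise was that of *Dkk2*, which encodes a secreted regulator of Wnt signaling, from 5.00 ± 0.62 (SD, n = 6) to 10.90 ± 0.72 (SD, n = 5). Its log2 fold change was 5.90 (standard error 0.37, adjusted p = 1.25e-06, limma). The neurofilament gene *Nefl* (4.94), the cannabinoid receptor gene *Cnr1* (4.78), *Fcrls* (4.65) and the N-cadherin gene *Cdh2* (4.63) followed, and *Pwwp3b* (4.38), *Chrna1* (4.37) and *Nrk* (4.36) completed the 8 largest rises. The largest falls were those of *Defb3* (−8.24), a beta-defensin gene, and of the cornified envelope and keratin genes *Sprr1b* (−7.86), *Sprr2f* (−7.83) and *Krt6b* (−7.77). *Krt17*, *Sprr2h* (−7.63), *Csta1* (−7.54) and *Krtdap* (−7.45) also fell in every undifferentiated/spindle carcinoma. Over all probesets, the mean Pearson distance was 0.0331 between tumors of the same grade and 0.0843 between tumors of different grade. This difference of 0.0512 had a one-sided exact permutation p of 0.00216, the smallest that 462 regroupings allow. The *Actb* difference that reads RNA degradation lay between 0.24 and 0.38 in undifferentiated/spindle carcinomas and between 0.42 and 0.82 in poorly differentiated ones, so that RNA quality moved with grade.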

Enrichment analysis of Gene Ontology Biological Processes (GOBP) terms demonstrated increased expression of genes involved in vasculature development, cell adhesion, and endocytosis in undifferentiated/spindle carcinomas with respect to poorly differentiated carcinomas. 

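New vessels, contacts with the extracellular matrix and uptake of material from outside the cell each rest on known gene families, which were tested here as lists fixed in advance. Of 28 genes of vasculature development, 9 rose in undifferentiated/spindle carcinomas, 4 fell and 15 did not pass limma's test (9 and 6 adjusted over the list alone). *Angpt1*, which encodes a ligand of the Tie2 receptor, rose in 5 of 5 carcinomas by 2.10 (standard error 0.41, adjusted p = 0.00351), and the Notch ligand gene *Jag1* had a log2 fold change of −2.54 (adjusted p = 4.86e-05). As a whole the list, with a median of 0.45, did not pass limma's camera test (adjusted p = 0.363). Endothelial cells themselves were read from 19 marker genes, of which 8 rose and none fell over all genes (11 adjusted over the list alone). The VE-cadherin gene *Cdh5* (1.64) and *Robo4* (1.33) were among them, and the list had a median of 0.86 (camera, adjusted p = 0.000118). Of 31 genes of integrins and cell-matrix adhesion, 15 rose, 8 fell and 8 did not pass (18 and 8 adjusted over the list alone). The laminin gene *Lamb1* (2.52) and *Vcam1* (2.37) rose, and the epithelial integrin genes *Itgb4* (−3.47) and *Itgb6* (−3.25) fell. The camera test gave a median of 0.58 and an adjusted p of 0.046, which lost the call with each array centred on its median. It also lost it without Trp53 ΔEC tumor 1 or 2 or without Rb ΔEC; Trp53 ΔEC tumor 3 or 6, with an adjusted p of up to 0.085. Of 35 endocytosis genes, 11 rose, 3 fell and 21 did not pass (11 and 4 adjusted over the list alone), with the dynamin gene *Dnm1* (2.87) and the receptor genes *Mrc2* (2.07) and *Cubn* (1.84) among the rises and the clathrin gene *Cltb* (−1.60) among the falls. Their median was 0.28 (adjusted p = 0.0314), and the call was lost without Trp53 ΔEC tumor 2 or Rb ΔEC; Trp53 ΔEC tumor 2 (up to 0.0666). Macrophages, which take up material, moved the same way: of 22 macrophage and monocyte genes 9 rose (12 adjusted over the list alone). *Cx3cr1* (3.61), *Fcgr1* (2.61) and *Adgre1* (2.36) rose, the list's median was 1.47 (adjusted p = 0.00105), and 2 of its genes stand in another list. With the correlation between genes estimated from the data, the adjusted p was 0.61 for the endothelial and the integrin list, 0.52 for endocytosis and 0.687 for macrophages, so that none of these calls was kept. Counting the mixed tumors with the undifferentiated/spindle ones ended the same calls. Limma's fry test, also set in advance, kept them. Its adjusted p was 0.0177 for the endothelial list, 0.0121 for integrins, 0.00512 for endocytosis and 0.0318 for macrophages. The vasculature list did not pass fry either (0.14).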

More specifically, we have found overexpression of genes that mediate EMT such as *Snai1*, *Zeb1 *or *Zeb2*, or genes associated with EMT such as *TgfbrII*, *Dab2*, *Vimentin*, *Col6a1 *and *Col6a2 *and *Adam19*. Also, we found in undifferentiated/spindle carcinomas a significant reduced expression of genes involved in keratinocyte and/or epidermal differentiation such as *Cdh1 *(*E-cadherin*), *Krt17*, *desmocollin 1*, *2 *and *3*, *desmoplakin*, *claudin 1*, *4 *and *8*, *Lama5*, *plakophilin 1 *and *3*, or *plakoglobin*. Some of these genes can be repressed in EMT by *Snai1*, *Zeb1 *or *Zeb2 *transcription factors [16]. 

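In EMT, epithelial cells give up their contacts and take on a migratory form under transcription factors of the Snail and Zeb families. *Zeb1*, which encodes a repressor of E-cadherin, rose most among the 9 genes, from 7.33 ± 0.65 (SD, n = 6) in poorly differentiated to 10.41 ± 0.20 (SD, n = 5) in undifferentiated/spindle carcinomas. This is a log2 fold change of 3.09 (standard error 0.28, adjusted p = 1.67e-05, limma). *Vim*, the vimentin gene, rose from 11.91 ± 0.78 (SD, n = 6) to 14.01 ± 0.18 (SD, n = 5), with an adjusted p of 0.000818. *Adam19*, which encodes a membrane-bound metalloprotease, rose by 2.66 (adjusted p = 0.000194), the adaptor gene *Dab2* by 2.48 (0.00418), *Snai1* by 1.99 (0.000376) and *Tgfbr2* by 1.22 (0.000744). In each of these 6 genes, 5 of 5 undifferentiated/spindle carcinomas lay above all poorly differentiated ones. *Zeb2* (log2 fold change 1.48, adjusted p = 0.0789), *Col6a1* (1.27, 0.0607) and *Col6a2* (0.98, 0.177) did not pass the test over all genes. With the median of its probesets in place of the brightest, *Zeb2* passed it. Adjusted over the list alone 8 of the 9 genes passed, which is not independent evidence, since the study chose them on these samples. The list as a whole passed the camera test (adjusted p = 9.43e-06), but not with an estimated correlation (0.502). A list of 26 other mesenchymal genes, of which 3 stand in another list, had 9 members that rose and 1, *Snai2*, that fell (12 and 1 adjusted over the list alone). The receptor gene *Pdgfra* (2.89), the fibronectin gene *Fn1* (2.42) and the homeobox gene *Prrx1* (2.26) rose, and the list had a median of 1.16 (camera, adjusted p = 5.64e-05, and 0.61 with an estimated correlation). Total RNA of a tumor does not show whether carcinoma cells or other cells carried the rises of the EMT and mesenchymal genes. This was not tested. Against normal skin, limma called 1 of the 9 EMT genes, *Zeb2* (−2.05), lower in the tumors and none higher. At an unadjusted p under 0.05, 2 were lower and none higher, and by the unequal-variance test 3 were lower and 1 was higher. Their median against skin was −0.70 (camera, adjusted p = 0.384), and that of the other mesenchymal genes −0.34 (0.527).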

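Desmosomes tie keratinocytes together through desmocollins, desmoplakin, plakophilins and plakoglobin, claudins seal tight junctions, and E-cadherin holds adherens junctions. All 13 genes fell in undifferentiated/spindle carcinomas, and in each of them 5 of 5 lay below every poorly differentiated carcinoma. *Krt17* fell furthest, from 13.08 ± 0.42 (SD, n = 6) to 5.35 ± 2.04 (SD, n = 5), a log2 fold change of −7.73 (standard error 0.76, adjusted p = 2.95e-05, limma). *Cdh1* was at 11.56 ± 0.56 (SD, n = 6) in poorly differentiated and at 6.34 ± 1.12 (SD, n = 5) in undifferentiated/spindle carcinomas (log2 fold change −5.22, adjusted p = 1.54e-05). The desmosomal genes *Dsp* (−6.59), *Dsc1* (−5.95), *Dsc3* (−5.88), *Pkp1* (−5.56), *Dsc2* (−4.53), *Pkp3* (−4.36) and *Jup* (−3.26) fell as well, as did the claudin genes *Cldn1* (−3.35), *Cldn4* (−3.18) and *Cldn8* (−2.92) and the laminin gene *Lama5* (−1.12). By the unequal-variance test, 12 of the 13 passed and *Cldn8* did not. The study chose these genes on these samples, so the list's camera test (median −4.53, adjusted p = 1.01e-13, and 0.103 with an estimated correlation) is not independent evidence. A list of 31 other epithelial genes was not chosen on them: 27 fell and none rose, as many as adjusted over the list alone. The basal keratin genes *Krt14* (−7.38) and *Krt5* (−6.89), *Trp63* (−6.91), which encodes the p63 transcription factor of stratified epithelia, and the hemidesmosome gene *Col17a1* (−6.40) fell most among them. Their median was −4.30 (camera, adjusted p = 6.31e-27, and 0.0639 with an estimated correlation). Of 34 epidermal differentiation genes 29 fell and none rose (30 adjusted over the list alone), with a median of −4.43 (2.8e-22, and 0.117 with an estimated correlation). Of 14 stress keratin and wound keratinocyte genes, 12 fell and none rose (13 adjusted over the list alone), among them *Krt16* (−7.44) and *S100a9* (−6.76). This list had a median of −5.37 (1.58e-13) and was the only one whose call by grade held with an estimated correlation (0.0489). From the raised EMT genes and the reduced epithelial genes, the paper concludes that undifferentiated/spindle carcinomas have the molecular features of EMT tumors.

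**Figure D1:**
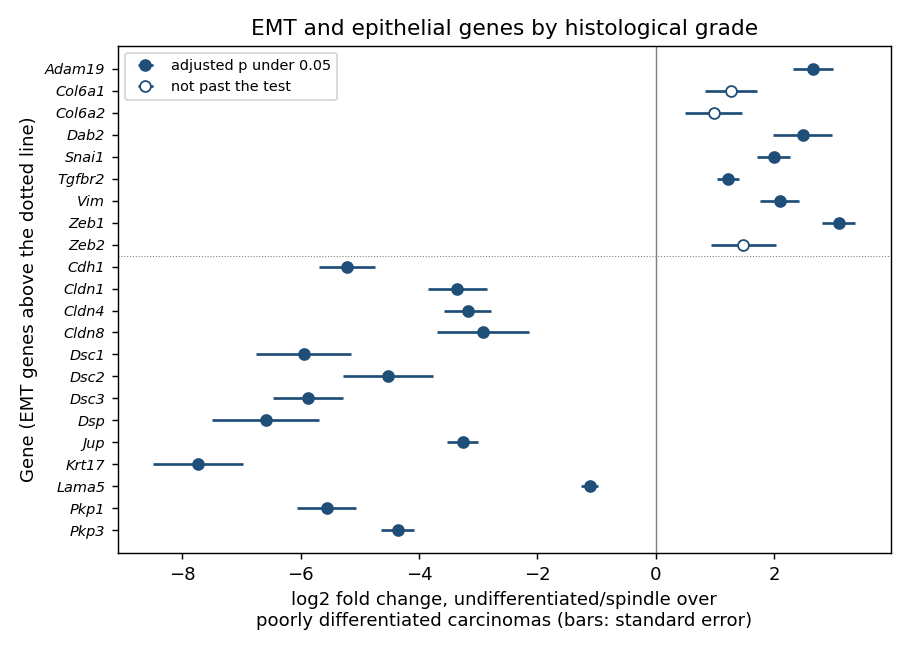
Log2 fold change of undifferentiated/spindle (n = 5) over poorly differentiated carcinomas (n = 6) for the genes the paper names, with bars for the standard error, filled points past an adjusted p of 0.05 from limma and open points not past it. The 13 epithelial genes lie between −7.73 and −1.12, and the 6 EMT genes past the test between 1.22 and 3.09.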

The results confirm that the undifferentiated/spindle carcinomas display molecular features of EMT tumors.

**Figure 2:**
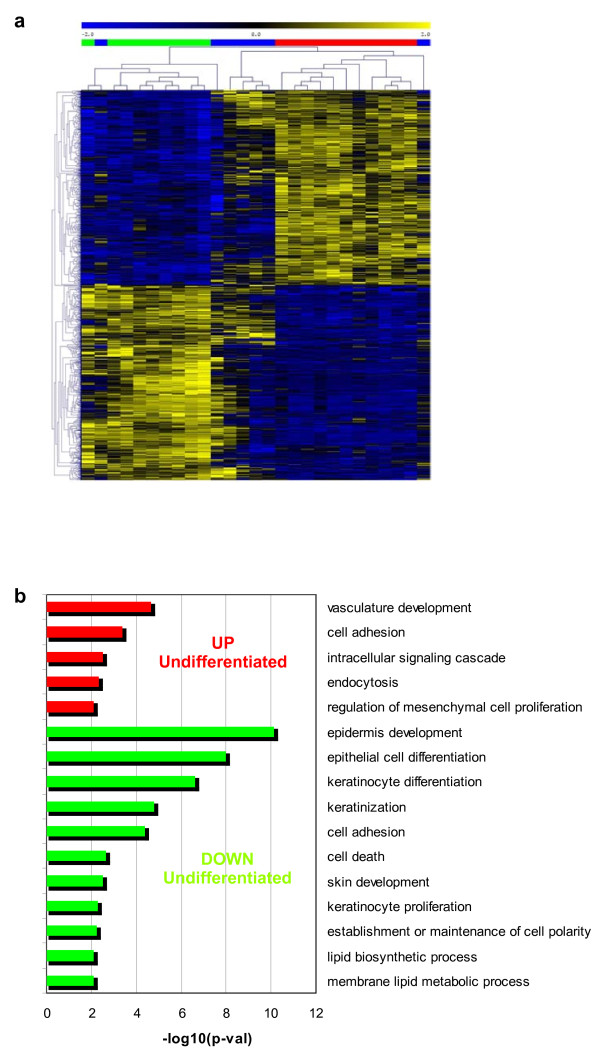
**Gene expression differences of Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mouse tumors based on histological grade**. Gene expression deregulation related to carcinoma differentiation was done using supervised Ttest analysis between poorly differentiated carcinomas and undifferentiated/spindle carcinomas. Results are shown for 2% of probesets overexpressed (n = 902, FDR corrected p-val = 0.002) or underexpressed (n = 902, FDR corrected p-val = 0.001) in undifferentiated/spindle carcinomas. (**a**) Hierarchical clustering analysis using euclidean distance and average linkage clustering of probesets and all carcinomas: poorly differentiated (green), undifferentiated/spindle (red), and mixed, containing differentiated and undifferentiated areas (blue). (**b**) Enrichment analysis in GO biological processes of the deregulated genes evidenced overexpression of genes involved in vasculature development, cell adhesion, and endocytosis (red bars), and underexpression of genes involved in keratinocyte differentiation or cell death (green bars) in undifferentiated/spindle carcinomas. p-val: significance of enrichment.

The comparative analysis of tumor appearance in Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mice have revealed an accelerated tumor onset in Rb^ΔEC^; Trp53^ΔEC ^indicating the existence of cooperative functions for these tumor suppressors in epidermis, which is in contrast with the absence of spontaneous tumors [17] and the reduced susceptibility to chemical carcinogenesis in mice lacking epidermal pRb [18]. However, at the advanced stage there are no overt differences in differentiation, grade or growth rate between the two genotypes [15]. In order to identify possible molecular differences/similarities in the tumors arising in both mouse models, we also performed a supervised analysis of differential expression based on mouse genotype (Trp53^ΔEC ^*vs *Rb^ΔEC^; Trp53^ΔEC^). This analysis revealed that tumors in both genotypes are very similar, as only 83 probesets were differentially expressed at the significance level of FDR < 0.1 (Additional file 1). 

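Both mouse lines lack p53 in the epidermis and differ in *Rb*, whose product holds back E2F factors and with them the genes of DNA replication. The 8 Rb ΔEC; Trp53 ΔEC tumors were compared with the 7 Trp53 ΔEC tumors at the paper's threshold. At an adjusted p under 0.1, limma called 19 probesets higher in Rb ΔEC; Trp53 ΔEC tumors and 20 lower, and at 0.05 15 and 11. An equal-variance test called 19 and 12, the unequal-variance test 10 and 5, and limma with grade as a covariate 53 and 24. At an unadjusted p under 0.05 limma called 1533 and 1134 in all 15 tumors. Among poorly differentiated tumors only, a smaller sample, the adjusted counts were 0 and 1, and the unadjusted ones 1351 and 1224. The counts changed when single tumors were left out, to 10 higher without Trp53 ΔEC tumor 7 and to 9 lower without Rb ΔEC; Trp53 ΔEC tumor 1 or 7. They were 11 or 12 higher without Trp53 ΔEC tumor 5 or 6 or Rb ΔEC; Trp53 ΔEC tumor 1, and 10 to 13 lower without Trp53 ΔEC tumor 2, 3, 4, 5, 6 or 7 or Rb ΔEC; Trp53 ΔEC tumor 2, 3 or 5. At gene level 4 genes were higher and 6 lower. In 8 genes every Rb ΔEC; Trp53 ΔEC tumor lay above every Trp53 ΔEC tumor and in 17 below, where chance gives such a separation in 0.0311% of genes. *Zfp994*, a zinc finger gene with every Rb ΔEC; Trp53 ΔEC tumor above every Trp53 ΔEC tumor, was at 6.56 ± 0.38 (SD, n = 8) in Rb ΔEC; Trp53 ΔEC and at 4.90 ± 0.21 (SD, n = 7) in Trp53 ΔEC tumors, a log2 fold change of 1.66 (standard error 0.16, adjusted p = 0.000824, limma). *Cap1*, which encodes an actin regulator, rose by 2.85 (adjusted p = 0.00531) and the lysosomal gene *Laptm4a* had a log2 fold change of −1.23 (0.0134). *Rnf25* (−0.85), *Pik3r1* (−1.43) and *Vapb* (−1.69) were lower too, but none of these 3 passed with the median of the probesets. Of 42 DNA replication genes, 8 were higher adjusted over the list alone. None passed over all genes by limma, the unequal-variance test or the equal-variance test, and 19 were higher at an unadjusted p under 0.05. *Orc6*, of the origin recognition complex, was at 0.82 (adjusted p = 0.235) and *Pcna* at 0.71 (0.576). The list had a median of 0.48 (camera, adjusted p = 7.72e-17) and that of the E2F and Rb pathway, with *Ccne2* at 1.35 (0.428), a median of 0.40 (1.9e-07). Of 39 skeletal muscle genes, 8 were lower adjusted over the list alone (21 at an unadjusted p under 0.05, none over all genes by limma, the unequal-variance test or the equal-variance test), with a median of −0.78 (6.12e-22). With an estimated correlation the adjusted p was 0.257 for replication and for E2F and 0.279 for muscle. *Rb1* itself was at 7.45 ± 0.59 (SD, n = 8) in Rb ΔEC; Trp53 ΔEC and 8.22 ± 0.37 (SD, n = 7) in Trp53 ΔEC tumors (log2 fold change −0.77, adjusted p = 0.701). It lay between 6.55 and 7.53 in the poorly differentiated and mixed Rb ΔEC; Trp53 ΔEC tumors and between 8.02 and 8.14 in the undifferentiated and spindle ones, and its probeset reads the deletion only if it lies in the deleted part. Across probesets, the fold changes of each genotype against skin correlated at 0.941. Unchanged groups simulated against the shared skin gave 0.597, and splitting the skin samples between the genotypes gave 0.878 to 0.914. Probesets are not independent replicates. The mean Pearson distance over all probesets was 0.0724 between tumors of the same genotype and 0.0714 between genotypes (one-sided exact permutation test, p = 0.478). The paper reports an earlier onset of tumors with loss of Rb from the comparison of the mice. From the small number of expression differences, it proposes that this loss might add little to the expression pattern of overt tumors.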

The result might indicate that although *Rb *somatic inactivation in double deficient mice accelerated the appearance and initial growth of tumors, it does not importantly contribute to the overall gene expression pattern of overt primary tumors.

### Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mouse tumors are enriched in human stem cell genes

Using gene enrichment analysis of 13 partially overlapping gene signatures that were compiled from the literature, Ben-Porath *et al. *reported that high grade, metastatic human tumors displayed gene expression programs similar to those described for human embryonic stem (ES) cells, and are also enriched for targets of key regulators of ES cell identity (Oct4, Sox2, and Nanog) and targets of Myc oncogene (key regulator of cell differentiation) [19]. On the contrary, these ES-like human tumor samples displayed down-regulation of genes bound by the Polycomb repressive complex 2 (PRC2) [19]. Ben Porath *et al. *study represents an important evidence of the similarities between gene expression programs of metastatic tumors and ES cells.

Spontaneous tumors arising in Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mice are high grade and aggressive, they originate from hair follicles (where adult epidermal stem cells reside) and, at early stages, display increased expression of certain epidermal stem cell markers such as keratin K15 [15]. Therefore, we wanted to analyze whether they also share gene expression patterns of human ES cells. To this, we downloaded the 13 gene signatures (described in Materials and Methods) used by Ben-Porath *et al*, and performed a similar analysis using Gene Set Enrichment Analysis (GSEA) [20,21] on the mouse samples. We observed that tumors are enriched in human ES cell genes, and in targets of Nanog, Sox2, and Myc transcription factors (Table 1). Conversely, mouse tumors displayed repression of Polycomb targets. 

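Embryonic stem cells are kept pluripotent by a small circle of transcription factors, and Myc drives the genes that build ribosomes. The gene sets of Table 1 were not used here, and lists fixed in advance stand in their place. Of 36 genes in the ribosome biogenesis list, many of them known to be bound by Myc, 31 rose in the tumors, none fell and 5 did not pass limma's test (35 adjusted over the list alone). The nucleolar genes *Nop58*, which rose in 15 of 15 tumors by 2.08 (standard error 0.19, adjusted p = 3.5e-08), and *Nop56* (1.72) were among them. So were *Srm* (1.61) and *Odc1* (1.48), which encode enzymes of polyamine synthesis, so that the list does not read ribosome biogenesis alone. The list had a median of 0.96 (camera, adjusted p = 3.76e-14) and held its call with an estimated correlation (0.0294). Of 32 pluripotency genes, 2 rose, 4 fell and 26 did not pass (2 and 3 adjusted over the list alone). *Dnmt3b*, a DNA methyltransferase gene, rose by 1.02 (adjusted p = 0.00957) and *Nodal* had a log2 fold change of −0.74 (7.06e-06). *Klf4*, which the differentiating epidermis also expresses, was at −1.94, a call lost without normal skin 1. *Terf1*, at 0.47, lost its call without normal skin 1 or 2 and with each array centred on its median or quantile normalized. The median of this list was 0.04 and did not pass the camera test (adjusted p = 0.869). Between grades it was −0.03 (0.571), and that of ribosome biogenesis 0.05 (0.64).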

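Polycomb complexes silence developmental transcription factors in stem cells, and the marks they leave keep these genes low in other cells. Published target sets were not used here. In their place stood 108 developmental transcription factors of families that the Polycomb repressive complex PRC2 binds, such as the Hox, Pax and Tbx genes, of which 8 stand in another list. Against normal skin 26 fell in the tumors, 2 rose and 80 did not pass limma's test, and the counts of falls and rises were the same adjusted over the list alone. *Zic1* fell furthest, with 15 of 15 tumors below all skin samples and a log2 fold change of −5.49 (standard error 0.66, adjusted p = 1.88e-06), and *Gata3*, which normal epidermis and hair follicles express, was at −3.62 (0.0015). The list had a median of −0.13, a mean of −0.32 and an adjusted p of 0.0352 from camera. The call was lost without normal skin 1 or 4, where the adjusted p was at most 0.0602, and with an estimated correlation (0.381). Of 19 members of the Polycomb complexes, 7 rose, 5 fell and 7 did not pass (8 and 5 adjusted over the list alone), and 3 of them stand in another list. *Ezh2*, the methyltransferase gene of PRC2, rose by 1.47 (8.26e-05), *Suz12* by 1.11 and *Phc2* by 1.10, and *Cbx7* had a log2 fold change of −1.80 (4.68e-10). Their median was 0.38 (camera, adjusted p = 0.304). By grade, 13 of the transcription factors rose in undifferentiated/spindle carcinomas and 12 fell, with *Lhx8* (4.16) the largest rise and *Gata3* (−3.66) the largest fall, and the median was 0.04 (0.864). From the enrichment of its own gene sets (Table 1), the paper concludes that the tumors and human ES cells share gene programs.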

The analysis demonstrates similar patterns of human ES cells gene programs within the mouse epidermal tumors from p53-deficient mouse, thus resembling most of the molecular features of high-grade, malignant human tumors.

**Table 1:** GSEA of human stem cell signatures

**Gene Set Name (N)**^**1**^	Number of enriched genes	NES	FDR q-val
ES EXP1 (315)	128	2.16	<0.0001*
ES EXP2 (32)	9	1.89	<0.0001*
MYC Targets2 (664)	182	1.63	0.0022*
SOX2 Targets (584)	166	1.54	0.0058*
MYC Targets1 (199)	55	1.47	0.013*
NANOG Targets (797)	225	1.38	0.021*
OCT4 Targets (242)	63	1.22	0.068
NOS Targets (152)	32	1.08	0.23
H3K27 BOUND (886)	245	-1.65	0.0026*
PRC2 Targets (508)	126	-1.59	0.0038*
EED Targets (800)	183	-1.55	0.0042*
SUZ12 Targets (819)	201	-1.65	0.005*
NOS TFS (32)	5	-1.08	0.24

^1 ^N: number of genes from each gene set in mouse chip.

NES: normalized enrichment score.

NES > 0: enrichment in tumors; NES < 0: enrichment in normal skin.

*Significant enrichment.

### Generation of a gene expression signature for epidermal tumors from p53-deficient mouse

Gene expression profiles comparing normal and tumoral samples provide information about genes that could display important functions in the carcinoma maintenance or aggressiveness, and non essential roles in the normal tissue. The therapeutic inhibition of these genes would not affect normal tissue homeostasis but may affect tumor growth or metastasis, thus becoming potential molecular targets for therapy. In addition, interspecies comparison between human and mouse could also be useful to determine which genes display similar expression patterns so they can be considered validated targets for therapy and/or biomarkers of human cancer. In order to identify such possible genes in our mouse tumor samples, we divided the full dataset in two datasets containing 20 and 16 samples selected randomly: i) a training dataset, with 5 normal skin and 15 tumors from both genotypes, which were used to compare with human tumors and to select gene targets/biomarkers; ii) a testing dataset, with 4 normal skin and 12 tumors from both genotypes, in order to validate the selected genes in new, external samples.

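Normal skin is a mixture of epidermis, dermis, fat and muscle, whereas a carcinoma is rich in dividing epithelial cells. At an adjusted p under 0.05, limma called 9401 probesets higher in the tumors and 6916 lower, of which 3380 and 2594 changed by at least 1 on the log2 scale. Over all probesets the median log2 fold change was 0.06, and among those with a mean value above the median it was 0.16. With each array centred on its median, 7203 were higher and 9328 lower, so which direction held more probesets depended on the scaling. At gene level 3226 genes were higher and 3268 lower. Every tumor lay above every skin sample in 1256 genes and below in 1161, a separation that chance gives in 0.0129% of genes. Of the separated genes, the largest rise was that of *Mmp13*, a collagenase gene, from 3.50 ± 0.19 (SD, n = 5) in skin to 9.83 ± 2.07 (SD, n = 15) in tumors, a log2 fold change of 6.33 (standard error 0.90, adjusted p = 1.45e-05, limma). The neutrophil chemokine gene *Cxcl2* (4.75), *Cdkn2a* (4.63), which encodes inhibitors of the cell cycle, *Sh2d5* (4.37) and the spindle checkpoint kinase gene *Bub1* came next. The matrix gene *Tnc* (4.18), the chromatin remodeler gene *Hells* (4.02) and *Xaf1* (4.02) also rose in every tumor. The largest falls were those of genes of skeletal muscle fibers, such as *Myh4*, of the keratin gene *Krt77* (−7.85) and of the adipocyte hormone gene *Adipoq* (−7.83). At the methods' adjusted threshold of 3e-07, limma called 323 probesets higher and 571 lower, and the unequal-variance test, together with SAM, called 400 and 332. The equal-variance test with SAM called 206 and 494, and the methods do not say which form was used. Leaving out any of the skin samples lowered the limma count of higher probesets, to 145 without normal skin 5 and to 153, 161, 163 and 174 without normal skin 3, 2, 4 and 1.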

Differential expression analysis between mouse tumors and control normal skin in the training dataset provided a gene expression signature of 682-probesets (371 overexpressed and 311 underexpressed in tumors) (Additional files 2 and 3). Unsupervised hierarchical clustering analysis and principal component analysis of the samples using this gene signature revealed a high degree of similarity between tumors of both Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mouse genotypes (Fig. 3a and 3b), which is in line with the above results (see Additional file 1). Thus, the observed gene expression profile can be ascribed to a tumor gene signature from p53-deficient mouse, as somatic inactivation of *Trp53 *alleles is the common hallmark of both transgenic lines. 

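The expression values of the tumors vary with genotype and with histology, and principal components show which of these the signature follows. Over the 682 probesets, the first principal component held 89.5% of the variance and the second 2.06%. Tumors lay between 3.9 and 27.8 on the first component and normal skin between −68.1 and −63.4. These probesets were chosen on the same samples for their difference between tumors and skin, so their separation is not independent evidence. Over all probesets, for which no such choice was made, the first component held 34.7%, with tumors between −8.78 and 82.9 and skin between −138 and −129. Grades lay apart on this component too. Undifferentiated and spindle cell carcinomas were between 67.3 and 82.9, and poorly differentiated carcinomas, nearer to skin, between −8.78 and 24.4. On the second component, with 20.4%, undifferentiated and spindle cell carcinomas lay between −76.4 and −46.9 and poorly differentiated carcinomas between 63.7 and 123. Over the 682 probesets the mean Pearson distance was 0.0868 between tumors of the same genotype and 0.1024 between genotypes. The difference of 0.0156 had a one-sided exact permutation p of 0.0129 over 6435 regroupings of the 15 tumors. By grade, the distance was 0.0879 within and 0.0973 between groups (one-sided exact permutation test, p = 0.165). From the similarity of the tumors of both genotypes, which share the loss of *Trp53*, the paper concludes that the profile is a tumor signature of p53 deficiency.

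**Figure D2:**
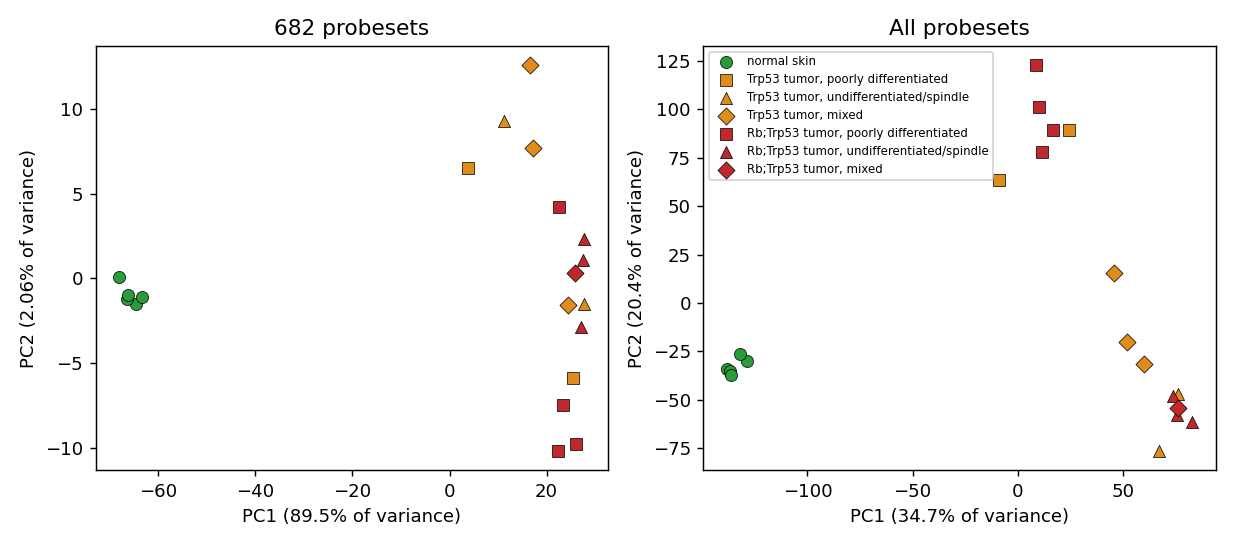
First and second principal component of the 5 normal skin samples and 15 tumors over the 682 probesets (left) and over all probesets (right), with color for genotype and marker for histology. Skin lies apart from the tumors on the first component of both, and over all probesets the second component separates undifferentiated and spindle cell carcinomas, below −46.9, from poorly differentiated carcinomas, above 63.7. The first component over all probesets separates these grades as well.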

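Dividing cells copy their DNA once per cycle, repair it and pull the copies apart on the mitotic spindle. Of 55 genes of mitosis and chromosome segregation, 49 were overexpressed in tumors, none was underexpressed and 6 did not pass limma's test (51 adjusted over the list alone). The kinetochore gene *Zwilch* (3.68), the histone kinase gene *Haspin* (3.59), the condensin gene *Ncapg* (3.45) and the cytokinesis gene *Ect2* (3.43) rose most. The median of this list was 2.05 (camera, adjusted p = 7.55e-31). DNA replication genes rose in 40 of 42 cases (41 adjusted over the list alone), and none fell. *Dbf4*, which encodes the activator of the replication kinase Cdc7, rose in 15 of 15 tumors, by 2.97 (standard error 0.22, adjusted p = 2.16e-09), and the genes *Tk1* (2.96) and *Rrm2* (2.57) of nucleotide supply and *Orc1* (2.60) of the origin recognition complex rose as well. For replication the median was 1.57 (3.35e-22). Of 42 DNA repair genes, 29 rose and none fell, over all genes and adjusted over the list alone, with a median of 0.99 (7.5e-12). *Rad51ap1* (3.14) and *Brca1* (2.89) of homologous recombination, the exonuclease gene *Exo1* (2.65) and *Rad18* (2.36) were the largest rises. Of 30 genes of the E2F and Rb pathway, 22 rose and 1, *Rbl2*, fell (23 and 1 adjusted over the list alone), among them *Ccne2* (2.92) and *E2f7* (2.80), with a median of 1.32 (1.12e-08). With an estimated correlation all these lists kept their calls, at an adjusted p of 0.0418 for mitosis and replication and 0.0471 for repair and E2F. The list of p53 target genes, whose members were not all shown to be activated by p53, moved both ways. Of 38 genes, 4 rose, 7 fell and 27 did not pass, the same adjusted over the list alone. *Ccng1* (−1.90) and *Sesn1* (−1.81) fell, and *Pmaip1* (1.96) and *Gadd45a* (1.89) rose. For these targets the median was 0.09, its mean −0.14, and it did not pass the camera test (adjusted p = 0.667). These lists were tested on the arrays that the study itself used, so they are not an independent sample, and the *Trp53* transcript was not analysed here.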

Consistent with the functional roles of p53, most of the overexpressed genes in the tumors are involved in DNA replication and repair, or genomic instability and cell cycle checkpoint, as evidenced by enrichment analysis of GOBP terms (Fig. 3c). This finding is coincident with previous reports showing that TP53 mutations are associated with increased global genomic instability [22] and the observation of a high chromosomal instability in tumors and in pretumoral skin of Trp53^ΔEC ^mice [23]. 

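Below the epidermis, mouse skin holds a fat layer and the striated panniculus muscle, and its dermis holds vessels, nerves and immune cells. Of 39 skeletal muscle genes, 37 were underexpressed in tumors, none was overexpressed and 2 did not pass limma's test, the same adjusted over the list alone. *Myh4*, a fast myosin gene, fell from 13.63 ± 0.44 (SD, n = 5) in skin to 5.08 ± 1.71 (SD, n = 15) in tumors, a log2 fold change of −8.55 (standard error 0.75, adjusted p = 2.29e-08, limma). The troponin genes *Tnnc2* (−8.23) and *Tnnt3* (−8.03), *Pvalb* (−7.84), *Myh1* (−7.80), *Atp2a1* (−7.77), *Ttn* (−7.77) and *Myl1* (−7.76) followed. The median over muscle genes was −6.65 (camera, adjusted p = 9.4e-40, and 0.0294 with an estimated correlation). Averaged over the muscle genes, values lay between 11.31 and 12 in skin and between 4.84 and 7.62 in tumors. Of 9 smooth muscle genes 5 fell and none rose, among them *Synm* (−4.09) and *Myh11* (−3.42), with a median of −1.70 (0.000496, and 0.0219). The fall was not limited to muscle. Of 17 adipocyte genes, none of which stands in another list, 15 fell and none rose, such as *Car3* (−7.61) and the lipid droplet gene *Cidec* (−5.46), and all 15 tumors lay below all skin samples in the mean of the list. Langerhans and dendritic cell genes fell in 15 of 20 cases and none rose, with the lectin genes *Mgl2* (−4.85), *Cd209e* (−4.75) and *Cd209a* (−4.44) lowest, and 1 of the 20 stands in another list. Of 34 epidermal differentiation genes, 12 fell and none rose (14 adjusted over the list alone), such as *Lce1m* (−7.06), *Dsg1a* (−4.39) and *Krt10* (−4.23), with a median of −2.43 (0.000833, and 0.706 with an estimated correlation, which ended the call). Averaged over this list, poorly differentiated tumors lay between 8.71 and 10.52 and skin between 9.23 and 9.66, while the other tumors lay between 4.76 and 6.91. Of 32 genes of mitochondrial respiration, 19 fell and 1 rose (20 and 1 adjusted over the list alone). The median here was −0.45 (1.62e-06, and 0.0756), with the muscle forms *Cox8b* (−5.77) and *Cox7a1* (−5.30) lowest. Of 9 melanocyte genes 6 fell (median −1.38, 0.00758, and 0.0768), of 13 sebaceous gland genes 7 (median −1.80, 0.0168, and 0.552) and of 12 nerve and Schwann cell genes 5 (median −0.64, 0.0349, and 0.0825), and none rose over all genes. Genes of muscle progenitors and regeneration had a median of −0.11 (0.0919), with 4 of 9 lower.

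**Figure D3:**
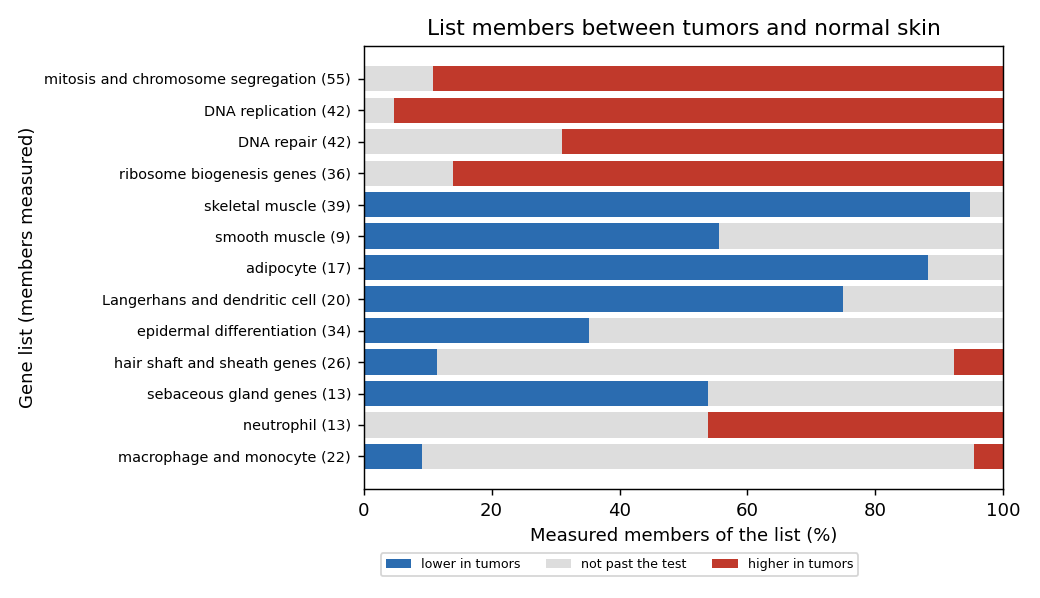
Share of the measured members of 13 gene lists, in percent, that were higher, lower or not past an adjusted p of 0.05 from limma in 15 tumors against 5 normal skin samples, as stacked bars. Mitosis, DNA replication and DNA repair lists hold higher members without a lower one, and skeletal muscle (37 of 39), adipocyte (15 of 17) and dendritic cell lists (15 of 20) hold lower members without a higher one.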

In sharp contrast, downregulated genes are related to muscle development and physiology, that may be explained by the absence of dermal muscle layers in tumor samples (see also Fig. 1).

**Figure 3:**
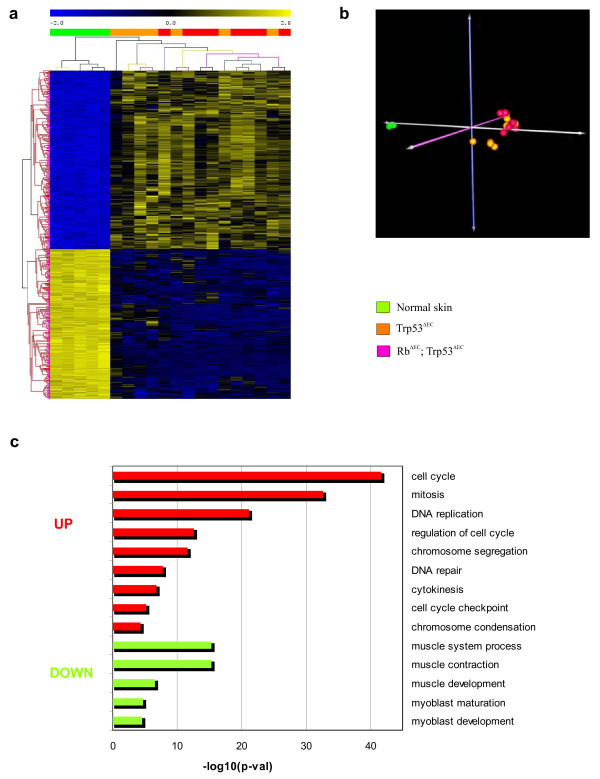
**Tumor signature of p53-deficient mouse**. (**a**) Unsupervised hierarchical clustering of skin tumors using the tumor signature of p53-deficient mouse was done with Pearson distance metrics (average linkage method), and the clustering was iterated 100 times using bootstrap resampling. Columns represent samples, and rows are genes. Green samples are normal control skin from adult mice. Orange samples are skin tumors from Trp53^ΔEC ^genotype, and red samples from Rb^ΔEC^; Trp53^ΔEC^. (**b**) Principal Component Analysis of animal samples using the tumor signature of p53-deficient mouse. Normal skin and mouse tumors are clearly separated along the principal component 1 (PC1), demonstrating that the signature clearly distinguishes between normal and cancer tissues. Moreover, tumors arising from either genotype (Trp53^ΔEC ^or Rb^ΔEC^; Trp53^ΔEC^) cluster in the same area, showing that the signature is common for them. Green samples are normal skin from adult mice. Orange samples are skin tumors from Trp53^ΔEC ^genotype, and red samples from Rb^ΔEC^; Trp53^ΔEC^. (**c**) Enrichment analysis in GO biological processes from the gene signature of p53-deficient mouse. Overexpressed genes are related with cell cycle, mitosis, or DNA repair (red bars). Downregulated genes are involved in muscle processes, probably due to loss of muscle tissue in aggressive tumors (green bars). p-val: significance of enrichment.

### Gene expression comparison between mouse and human tumors

To test whether the gene expression patterns that characterize Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mouse tumors (training dataset) are also present in human cancers with TP53 mutations and/or with poor clinical outcome, we performed an exhaustive comparison of the mouse tumor signature (682-probesets) with gene datasets of human cancer samples using the Oncomine human cancer genomics database (see Materials and Methods) [24,25]. First we analyzed the genes overexpressed in the mouse tumors (371 probesets), and compared them with the overexpressed genes in human samples bearing TP53 mutations. This meta-analysis showed a very significant overlap with many human epithelial and non-epithelial cancers, indicating that multiple genes overexpressed in the mouse epidermal tumors are in common with human tumors from distinct body sites and characterized by bearing mutant TP53 gene (Fig. 4a and Additional file 4). To study the existence of possible correlation with different types of p53 mutations in human tumors, we analyzed in further detail a breast cancer dataset containing gene expression and p53 mutation data of 247 patients [26], and which also showed the highest overlapping significance in the human p53-mutant tumors panel (asterisk in Fig. 4a) (98 overlapping genes, p-val = 1.6 × 10^-66^). As a measure of the status similarity with respect to mouse tumors, we calculated an overlapping score of each breast cancer sample (see Materials and Methods) and represented it as a function of TP53 mutational status. The mean differences and significance were calculated as the tumors were grouped by TP53 mutation status (mutant or wild type) or by mutation type (missense or truncating). As expected, the differences were highly significant between tumor samples bearing TP53 mutation or wild type (Fig. 4b, left panel), demonstrating that the mouse tumors expression profile could distinguish between both types of human tumors. Furthermore, the mean values were also significantly higher in the samples with truncating mutations when compared with missense mutations (Fig. 4b, right panel). Overall these analyses suggest that mouse tumors with somatic deficiency of both p53 alleles resemble human tumors with TP53 mutations, especially tumors that can produce truncated p53 proteins.

**Figure 4:**
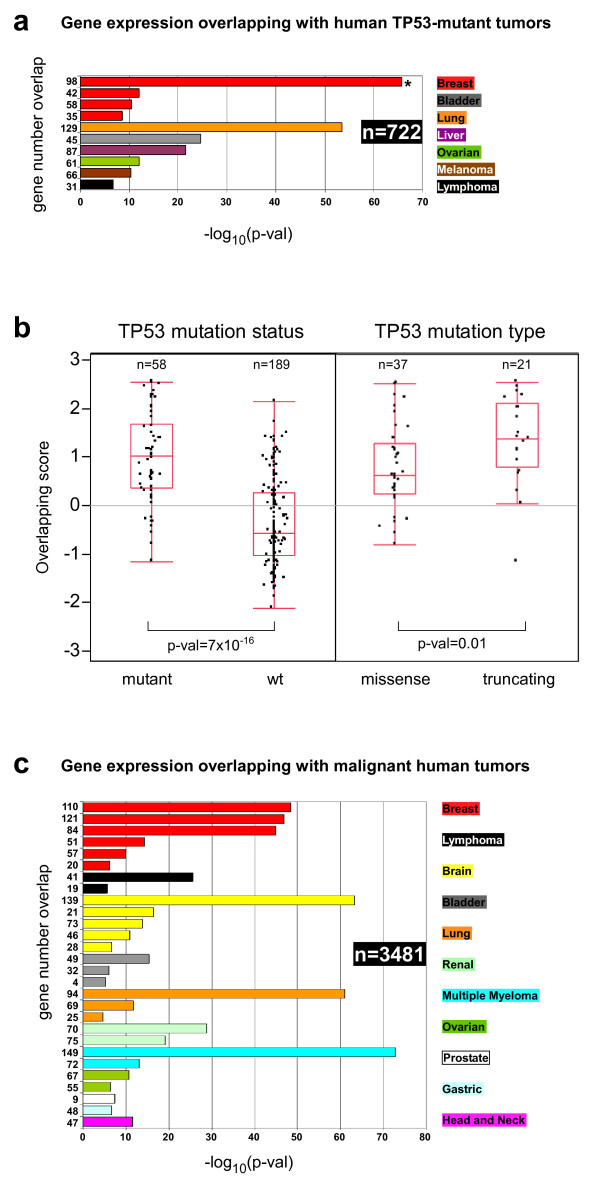
**Overlapping of mouse and human tumors**. (**a**) Gene expression overlapping between mouse tumors and human samples with TP53 mutations from 7 different cancer types is shown. n: total number of human tumors analyzed. Bar plots represent the significance of the overlap between overexpressed genes in tumors of p53-deficient mouse and genes overexpressed in human tumor samples with TP53 mutations (p-val, Fisher's exact test). Numbers at left represent the gene number overlap. Aside the plot is represented the color codes for each cancer tissue. Asterisk represents the most significant overlapping. (**b**) Mouse tumors as models for missense and truncating TP53 mutations. Gene expression values of the 98 genes overlapping between the mouse tumors and the breast cancer samples from Ivshina *et al. *[26] (asterisk in panel a) with TP53 mutations (overlapping score; mean = 0, stdv = 1) were plotted depending on the TP53 mutation status (left) or the mutation type (right). Number of tumor samples and significance of mean difference is shown. (**c**) Gene expression overlapping between mouse tumors and human samples with poor outcome from 11 different cancer types is shown. n: total number of human tumors analyzed. Bar plots represent the significance of the overlap between overexpressed genes in tumors of p53-deficient mouse and genes overexpressed in human tumor samples with poor outcome (p-val, Fisher's exact test). Numbers at left represent the gene number overlap. Aside the plot is represented the color codes for each cancer tissue.

Next, we extracted common genes overexpressed in the mouse tumors and in human tumors bearing TP53 mutations. 

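Part of the mouse tumor signature consists of genes that prepare, copy and divide chromosomes. For the 31 genes of Table 2 that stand outside its smaller subsets, the mouse arrays gave 30 higher in tumors and none lower by limma, over all genes and adjusted over the list alone. The study chose them on these samples, so this is not independent evidence. *Depdc1a* rose most, with 15 of 15 tumors above all skin samples, by 3.90 (standard error 0.35, adjusted p = 3.68e-08). The checkpoint ATPase gene *Trip13* (3.87), the abscission gene *Cep55* (3.78) and the replication licensing gene *Cdc6* (3.48) followed. *Foxm1*, which encodes a transcription factor of mitotic genes, rose least of those past the test, by 0.72 (adjusted p = 0.00284), and 13 of 15 tumors lay above all skin samples. *Tfdp2*, the gene of a partner of E2F factors, had a log2 fold change of 0.03 (0.949) from its brightest probeset, and rose past the test with the median of its probesets. The list had a median of 2.12 (camera, adjusted p = 1.12e-24, and 0.0294 with an estimated correlation). Between grades its median was 0.21 (0.26), and from 0.161 to 0.364 when each tumor in turn was left out. The list passed the camera test in 2 of these 11 fits. By grade a single gene passed limma's test, *Ndc1* (0.75). Its call was lost without Trp53 ΔEC tumor 1 or without Rb ΔEC; Trp53 ΔEC tumor 1, 3, 5, 6 or 7. Between genotypes the median was 0.30 (camera, adjusted p = 1.21e-08, and 0.571 with an estimated correlation). There 4 of the 31 genes passed adjusted over the list alone and 8 were higher at an unadjusted p under 0.05, while none passed over all genes by limma, the unequal-variance test or the equal-variance test.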

We found 51 that are overexpressed in 5 out of 10 studies of human tumors analyzed, representing a mouse and human tumor signature associated with TP53 mutation (51-gene signature) (Table 2).

**Table 2:** Mouse and human tumor signatures

Gene Symbol	Gene Title	Gene Function
Mouse and human tumor signature associated with TP53 mutation^1^: 51-gene signature		
ACTL6A	actin-like 6A	chromatin remodeling, histone H4 and H2A acetylation
ASF1B	ASF1 anti-silencing function 1 homolog B (S. cerevisiae)	chromatin assembly or disassembly, regulation of transcription
AURKA	aurora kinase A	mitotic cell cycle, spindle organization
BIRC5	baculoviral IAP repeat-containing 5	microtubule cytoskeleton organization, chromosome segregation, spindle checkpoint
BLM	Bloom syndrome, RecQ helicase-like	telomere maintenance, G2/M transition DNA damage checkpoint
BUB1	budding uninhibited by benzimidazoles 1 homolog (yeast)	mitotic cell cycle spindle assembly checkpoint
C21orf45	chromosome 21 open reading frame 45	mitosis
CCNA2	cyclin A2	mitotic cell cycle G2/M transition DNA damage checkpoint, response to estradiol and glucagon stimulus
CDC2	cell division cycle 2, G1 to S and G2 to M	APC-dependent proteasomal ubiquitin-dependent protein catabolic process
CDC20	cell division cycle 20 homolog (S. cerevisiae)	APC-dependent proteasomal ubiquitin-dependent protein catabolic process
CDC45L	CDC45 cell division cycle 45-like (S. cerevisiae)	DNA replication checkpoint, DNA replication initiation
CDC6	cell division cycle 6 homolog (S. cerevisiae)	DNA replication checkpoint, traversing start control point of mitotic cell cycle
CDC7	cell division cycle 7 homolog (S. cerevisiae)	G1/S transition of mitotic cell cycle, DNA replication
CDCA3	cell division cycle associated 3	mitosis
CDCA8	cell division cycle associated 8	mitotic metaphase, chromosome organization
CDKN3	cyclin-dependent kinase inhibitor 3	regulation of cyclin-dependent protein kinase activity, G1/S transition of mitotic cell cycle
CDT1	chromatin licensing and DNA replication factor 1	DNA replication checkpoint, regulation of DNA replication initiation
CENPA	centromere protein A	establishment of mitotic spindle orientation, nucleosome assembly
CENPE	centromere protein E, 312kDa	mitotic chromosome movement towards spindle pole, mitotic metaphase plate congression, kinetochore assembly
CEP55	centrosomal protein 55kDa	mitosis
CHEK1	CHK1 checkpoint homolog (S. pombe)	DNA damage checkpoint, G2/M transition of mitotic cell cycle
CKS2	CDC28 protein kinase regulatory subunit 2	regulation of cyclin-dependent protein kinase activity, spindle organization
CTPS	CTP synthase	CTP biosynthetic process, response to drug
DEPDC1	DEP domain containing 1	intracellular signaling cascade, GTPase activator activity
FEN1	flap structure-specific endonuclease 1	DNA repair, UV protection
FOXM1	forkhead box M1	regulation of transcription, DNA-dependent
GMPS	guanine monphosphate synthetase	GMP biosynthetic process
HMMR	hyaluronan-mediated motility receptor (RHAMM)	receptor activity, hyaluronic acid binding
KIF2C	kinesin family member 2C	establishment or maintenance of microtubule cytoskeleton polarity, regulation of chromosome segregation
KIF4A	kinesin family member 4A	microtubule-based movement, anterograde axon cargo transport
KIFC1	kinesin family member C1	mitotic sister chromatid segregation, microtubule-based movement
KPNA2	karyopherin alpha 2 (RAG cohort 1, importin alpha 1)	regulation of DNA recombination, M phase specific microtubule process, NLS-bearing substrate import into nucleus
MAD2L1	MAD2 mitotic arrest deficient-like 1 (yeast)	mitotic cell cycle spindle assembly checkpoint, APC-dependent proteasomal ubiquitin-dependent protein catabolic process
MCM2	minichromosome maintenance complex component 2	DNA replication initiation, regulation of transcription
MCM3	minichromosome maintenance complex component 3	DNA replication initiation, regulation of transcription
MCM4	minichromosome maintenance complex component 4	DNA replication initiation, regulation of transcription
MCM5	minichromosome maintenance complex component 5	DNA replication initiation, regulation of transcription
MCM7	minichromosome maintenance complex component 7	DNA replication initiation, regulation of transcription, response to DNA damage stimulus
MLF1IP	MLF1 interacting protein	regulation of transcription, DNA-dependent
NCAPH	non-SMC condensin I complex, subunit H	mitotic chromosome condensation
NDC80	NDC80 homolog, kinetochore complex component (S. cerevisiae)	establishment of mitotic spindle orientation, attachment of spindle microtubules to kinetochore
PLK1	polo-like kinase 1 (Drosophila)	mitotic prometaphase, positive regulation of ubiquitin-protein ligase activity during mitotic cell cycle
PLSCR1	phospholipid scramblase 1	phospholipid scrambling, platelet activation
PRC1	protein regulator of cytokinesis 1	mitotic spindle elongation, cytokinesis
RAD54L	RAD54-like (S. cerevisiae)	double-strand break repair via homologous recombination, response to ionizing radiation
TFDP2	Transcription factor Dp-2 (E2F dimerization partner 2)	regulation of transcription, DNA-dependent; cell cycle
TMEM48	transmembrane protein 48	protein and mRNA transport, nuclear pore complex assembly
TOP2A	Topoisomerase (DNA) II alpha 170kDa	DNA replication, topological change, ligation and repair, chromosome segregation, positive regulation of apoptosis
TPX2	TPX2, microtubule-associated, homolog (Xenopus laevis)	mitosis
TRIP13	thyroid hormone receptor interactor 13	double-strand break repair, transcription from RNA polymerase II promoter
UBE2C	ubiquitin-conjugating enzyme E2C	spindle organization, APC-dependent proteasomal ubiquitin-dependent protein catabolic process

Mouse and human tumor signature associated with poor prognosis^2^: 26-gene sinature		
AURKA*	aurora kinase A	mitotic cell cycle, spindle organization
AURKB	aurora kinase B	mitosis, protein localization to kinetochore
BIRC5*	baculoviral IAP repeat-containing 5	microtubule cytoskeleton organization, chromosome segregation, spindle checkpoint
BUB1*	budding uninhibited by benzimidazoles 1 homolog (yeast)	mitotic cell cycle spindle assembly checkpoint
BUB1B	budding uninhibited by benzimidazoles 1 homolog beta (yeast)	apoptosis, mitotic cell cycle checkpoint, APC-dependent proteasomal ubiquitin-dependent protein catabolic process
CCNA2*	cyclin A2	mitotic cell cycle G2/M transition DNA damage checkpoint, response to estradiol and glucagon stimulus
CDC2*	Cell division cycle 2, G1 to S and G2 to M	APC-dependent proteasomal ubiquitin-dependent protein catabolic process
CDC20*	cell division cycle 20 homolog (S. cerevisiae)	APC-dependent proteasomal ubiquitin-dependent protein catabolic process
CDKN3*	cyclin-dependent kinase inhibitor 3	regulation of cyclin-dependent protein kinase activity, G1/S transition of mitotic cell cycle
CENPA*	centromere protein A	establishment of mitotic spindle orientation, nucleosome assembly
CHEK1*	CHK1 checkpoint homolog (S. pombe)	DNA damage checkpoint, G2/M transition of mitotic cell cycle
CKS1B	CDC28 protein kinase regulatory subunit 1B	regulation of cyclin-dependent protein kinase activity
CKS2*	CDC28 protein kinase regulatory subunit 2	regulation of cyclin-dependent protein kinase activity, spindle organization
H2AFZ	H2A histone family, member Z	nucleosome assembly
HMMR*	hyaluronan-mediated motility receptor (RHAMM)	receptor activity, hyaluronic acid binding
KIF11	kinesin family member 11	mitotic centrosome separation, spindle pole body organization
KIF2C*	kinesin family member 2C	establishment or maintenance of microtubule cytoskeleton polarity, regulation of chromosome segregation
KPNA2*	karyopherin alpha 2 (RAG cohort 1, importin alpha 1)	regulation of DNA recombination, M phase specific microtubule process, NLS-bearing substrate import into nucleus
MAD2L1*	MAD2 mitotic arrest deficient-like 1 (yeast)	mitotic cell cycle spindle assembly checkpoint, APC-dependent proteasomal ubiquitin-dependent protein catabolic process
MCM4*	minichromosome maintenance complex component 4	DNA replication initiation, regulation of transcription
NCAPH*	non-SMC condensin I complex, subunit H	mitotic chromosome condensation
PLK1*	polo-like kinase 1 (Drosophila)	mitotic prometaphase, positive regulation of ubiquitin-protein ligase activity during mitotic cell cycle
PLK4	polo-like kinase 4 (Drosophila)	positive regulation of centriole replication
TOP2A*	Topoisomerase (DNA) II alpha 170kDa	DNA replication, topological change, ligation and repair, chromosome segregation, positive regulation of apoptosis
TPX2*	TPX2, microtubule-associated, homolog (Xenopus laevis)	mitosis
UBE2C*	ubiquitin-conjugating enzyme E2C	spindle organization, APC-dependent proteasomal ubiquitin-dependent protein catabolic process

^1^Genes were selected if they have a significant differential expression between wild type and TP53-mutated human tumors, in at list 5 out of 10 human studies (Fig. 4a)

^2^Genes were selected if they have a significant differential expression between primary tumors with poor versus good outcome in at list 14 out of 28 human studies (Fig. 4c)

*Genes common between both lists: 20-gene signature

On the other hand, we analyzed whether the mouse tumor gene signature can distinguish human aggressive tumor samples (tumors from which patients died at an early time post surgery or diagnosis) independently of the TP53 mutational status. Again, we found a highly significant overlap with human cancers of different origin (Fig. 4c, and Additional file 4), including carcinomas (breast, brain, bladder, and renal), and hematological cancers (lymphoma and myeloma). The overlapping of the tumor signature of p53-deficient mouse with genes differentially expressed in human aggressive tumors suggests that this signature could be predictive of malignant progression, in agreement with the observation that TP53 mutations have been associated with poor prognosis in human cancer [9,11]. To study this, we also extracted mouse tumor genes that display overexpression in highly metastatic human tumors (in 14 out of 28 studies). These genes (n = 26) represent a mouse and human tumor signature associated with poor prognosis (26-gene signature) (Table 2).

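The 26-gene signature holds 6 genes outside the 20-gene signature, all of them with parts in mitosis or chromatin. All 6 were overexpressed in the mouse tumors, and for each of them 15 of 15 tumors lay above all skin samples. *Kif11*, which encodes a motor protein that separates spindle poles, rose from 5.25 ± 0.26 (SD, n = 5) in normal skin to 7.79 ± 0.62 (SD, n = 15) in tumors (log2 fold change 2.53, standard error 0.28, adjusted p = 6.09e-07, limma). The centriole kinase gene *Plk4* (2.53), the spindle checkpoint gene *Bub1b* (2.43), the Cdk subunit gene *Cks1b* (2.39) and the kinase gene *Aurkb* (2.13) followed, and the histone gene *H2az1* rose least (1.59, adjusted p = 9.51e-07). Their median was 2.41 (camera, adjusted p = 3.04e-07, and 0.0471 with an estimated correlation), on genes the study chose on these samples. Between grades, *Plk4* (1.17) and *Cks1b* (0.78) were higher in undifferentiated/spindle carcinomas by limma. The call of *Plk4* was lost without Trp53 ΔEC tumor 2 or 4 or without Rb ΔEC; Trp53 ΔEC tumor 1, 3, 7 or 8, and by the unequal-variance test. The median of the 6 genes was 0.43 (0.26). Between genotypes it was 0.17 (0.271).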

Remarkably, 20 genes (asterisks in Table 2) are common between the 26-gene signature (associated with poor prognosis) and the 51-gene signature (associated with TP53 mutation), corroborating, in agreement with others [9,11], that TP53-mutations or p53 functional inhibition is a common hallmark of human cancer malignancy. These 20 genes (20-gene signature) represent biomarkers of TP53 mutant and/or aggressive tumors, and, consequently, possible therapeutic targets.

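The 20 genes act at successive steps of the cell cycle, from replication to the exit from mitosis. Each of them was higher in tumors than in normal skin by limma, with 15 of 15 tumors above all skin samples, between 1.93 for the mitotic kinase gene *Plk1* and 4.30 for *Bub1*. *Bub1* was at 4.73 ± 0.35 (SD, n = 5) in skin and at 9.03 ± 0.47 (SD, n = 15) in tumors (standard error of the log2 fold change 0.22, adjusted p = 7.03e-12). *Birc5*, which encodes survivin, rose by 3.33 (adjusted p = 2.15e-09), *Aurka* by 3.26 (7.57e-09) and *Chek1*, the gene of a checkpoint kinase, by 3.18 (9.02e-10). *Kif2c* (3.07), *Cdc20* (3.05), *Tpx2* (2.97) and *Ube2c* (2.82), which act on the spindle or in the degradation of mitotic proteins, and *Top2a* (2.66), *Cdk1* (2.96), *Ccna2* (2.63) and *Cdkn3* (2.65) rose too. *Mad2l1* (2.59), *Ncaph* (2.53), *Cks2* (2.55) and *Hmmr* (2.40) and, at the lower end, *Mcm4* (2.18) and *Kpna2* (1.96) complete the list with *Cenpa* (2.63). With the median of its probesets in place of the brightest, *Cenpa* was at −0.41. The list passed the camera test with a median of 2.65 (adjusted p = 6.76e-23, and 0.0294 with an estimated correlation), on genes the study chose partly on these samples.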

It is worth mentioning that a similar analysis was also performed using genes showing reduced expression in mouse tumors as compared with normal mouse skin. However, the number of overlapping signatures and their significance is lower (Additional files 4 and 5).

### Validation of the 20-gene signature in the mouse testing dataset

In order to validate the genes of the 20-gene signature as possible cancer targets or biomarkers, it is necessary to analyze its predictive capability to distinguish between normal skin and tumor samples arising in new mice. Gene expression values for the 20 genes from the testing mouse dataset were extracted (Fig. 5a), and the prediction accuracy to distinguish between normal or tumoral condition was calculated using Support Vector Machine (SVM) [27], Uncorrelated Shrunken Centroid Classification (USC) [28], K-Nearest Neighbor Classification (KNNC) [29] and Discriminant Analysis Module (DAM) [30]. The accuracy of the classifiers is very high, and varied between 87.5% (USC), 93.8% (SVM or KNNC), or 100% (DAM) (Fig. 5b). This result demonstrates that the 20-gene signature is a good predictor of carcinoma vs. normal skin samples, so the 20 genes could be considered good markers of Trp53^ΔEC ^and Rb^ΔEC^; Trp53^ΔEC ^mouse tumors and good targets for preclinical antitumor therapies.

**Figure 5:**
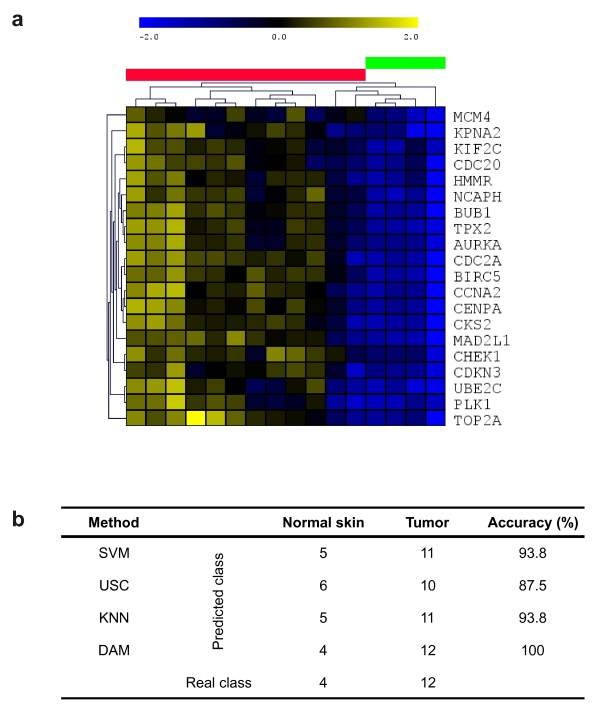
**Validation of 20-gene signature in the mouse testing dataset**. (**a**) Hierachical clustering (pearson distance, average linkage) of the 20-gene signature expression pattern in the testing dataset. Sample colors: green, normal control skin; red, mouse tumors. (**b**) Prediction analysis results. Shown is the real number of samples belonging to either normal skin class or tumor class, the classification result for each class using 4 different prediction methods, and the accuracy of the methods.

### Patient stratification using 20-gene signature

To further confirm that the 20-gene signature obtained could be suitable for prediction analysis of human cancer outcome, we analyzed the overall survival of human patients depending on the expression pattern of this signature using four studies representing three different cancer types: breast cancer, astrocytoma, and multiple myeloma. To do this, we computed the sum of the expression values of the 20 genes (20-gene score) in each human tumor sample, we classified the samples depending on this score, and stratified the samples in three groups: low, intermediate and high score (Fig. 6). The association with survival of the resulting sample clusters was analyzed using Kaplan-Meier curves. The results showed that patients displaying low scores (this is, low expression values of the 20-gene signature) had a higher survival probability than those displaying intermediate or high scores (Fig. 6a-d), which suggests that the mouse-derived signature could help to determine the prognosis of human cancers.

**Figure 6:**
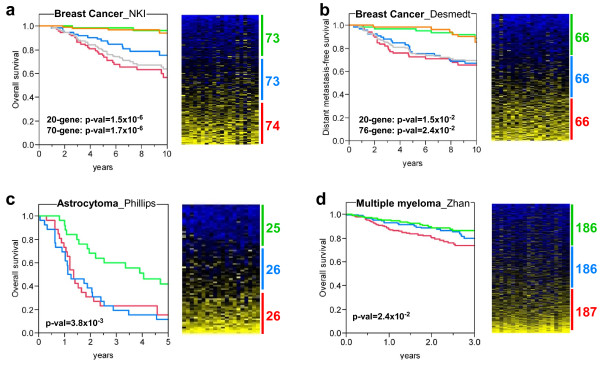
**20-gene signature can identify patient tumor samples with poor outcome from different human cancer types**. Three human cancer types were analyzed: breast cancer [31,32] (**a **and **b**), astrocytoma [51] (**c**) and multiple myeloma [50] (**d**). The probeset with maximal values was selected for those genes with multiple probesets. Expression values for each gene were mean centered (mean = 0, stdv = 1), and the sum of the expresion values of the 20 genes for each patient sample was computed (20-gene score, see Materials and Methods). Each dataset was divided in three groups of patients depending on the 20-gene score, and the survival of each group was represented in Kaplan-Meier curves. Note that the patients with lower scores (green color) display better survival than those with intermediate or higher scores (blue and red colors, respectively). Survival curves for good prognosis (orange line) and poor prognosis (grey line) breast cancer patients according to 70-gene and 76-gene prognosis profiles are showed (**a **and **b**, respectively). Significance of the survival differences is shown (p-val, Wilcoxon signed-rank test). On the right of each survival plot, there are heat maps of the corresponding datasets, and the numbers represent the number of patients in each 20-gene score group. From top to botton, the samples are ranked from lowest to highest 20-gene scores. From left to right, expression values of AURKA, BIRC5, BUB1, CCNA2, CDC2, CDC20, CDKN3, CENPA, CHEK1, CKS2, HMMR, KIF2C, KPNA2, MAD2L1, MCM4, NCAPH, PLK1, TOP2A, TPX2, and UBE2C.

Gene expression predictive tests have been previously developed for breast cancer with the aim to be implemented in clinical use. Thus, we wanted to analyze how the 20-gene derived patient stratification compares with prognostic signatures such as 70-gene [31] or 76-gene [32,33]. Survival curves according to 70-gene (Fig. 6a) and 76-gene (Fig. 6b) for good and poor prognosis breast cancer patients are very similar to the curves of low and high 20-gene scores, respectively. Furthermore, survival of patient groups using 20-gene scores displayed similar significance p-values compared to survival of 70-gene and 76-gene prognostic groups. Interestingly, 20-gene has 4 genes in common with 70-gene (BIRC5, BUB1, CENPA, and CKS2) and 2 genes in common with 76-gene (PLK1 and KPNA2).

Finally, we also investigated whether the genes identified could also behave as possible biomarkers for malignant progression of human cancer. To this, we analyzed the expression of two of the genes belonging to the 20-gene signature, UBE2C and AURKA, using immunohistochemistry on tissue array samples from human cervical (n = 55) and breast cancer (n = 86). The p53 pathway in both cancer types is frequently inhibited, either by expression of human papillomavirus E6 oncogene, which induces p53 protein degradation in cervical carcinomas, or by mutation of the TP53 gene in breast carcinomas. As the tissue collections include primary cancer samples of different tumor grades, we could relate the expression of both proteins with tumor grade. Furthermore, in the case of breast cancer, we could assess the expression in metastases. The analysis of immunohistochemical data (Fig. 7) revealed that UBE2C and AURKA expression levels are higher in undifferentiated tumors of cervical (p < 0.0001 and p < 0.004, for UBE2C and AURKA respectively) and breast (p < 0.001 and p < 0.0001, for UBE2C and AURKA respectively) cancer samples. Moreover, in both cases there is significant correlation between the expression levels of these putative biomarkers and grade (p < 0.001 and p < 0.02, for cervix and breast tumors respectively). As undifferentiated tumors are more aggressive and metastatic, we can suggest that UBE2C and AURKA are overexpressed in malignant tumors. Furthermore, expression levels are higher in metastases of breast cancer tumors (p < 0.001 and p < 0.01, for UBE2C and AURKA respectively), which again points to a role for these proteins in metastatic behavior.

**Figure 7:**
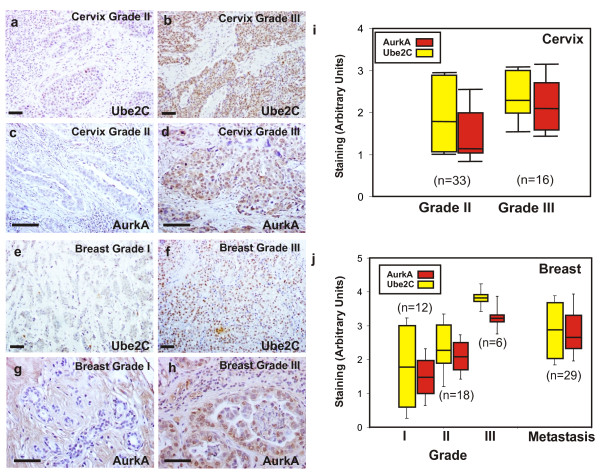
**UBE2C and AURKA expression in human breast and cervical carcinoma samples**. Representative examples of UBE2C (**a**, **b**, **e **and **f**) and AURKA (**c**, **d**, **g **and **h**) expression patterns in cervical (**a**, **b**, **c **and **d**) and breast carcinoma (**e**, **f**, **g **and **h**) primary tumors of different grades. Box plots of relative quantitation in primary cervical (**i**) and breast (**j**) tumors of different grades and breast metastases to lymph nodes (**j**) are represented.

Collectively, these results demonstrate that the mouse tumor derived 20-gene signature efficiently distinguishes groups of patients with different outcomes and from different types of human cancer.

## Discussion

Mouse models of human cancer could potentially be used as tools for preclinical analysis of antitumor therapies. However, before doing so, a full molecular characterization of the animal tumors is necessary to be able to compare them with the human tumors counterpart and to validate them. Gene expression studies are perfectly suited approaches for such validation and comparison. Moreover, interspecies comparison could also be useful to determine which genes display similar expression patterns in human and mouse models so they can be considered targets for therapy and/or cancer biomarkers in preclinical settings. Here we report the gene expression profiling of mouse tumors arising in epidermis as a consequence of the somatic ablation of either *Trp53 *or *Trp53 *and *Rb *tumor suppressor genes.

The supervised gene expression profiles of the mouse tumors obtained demonstrated that there are no major differences between the two genotypes. This finding is in agreement with our previous results using different allelic combinations and indicating that loss of Rb mediated acceleration of tumor appearance but did not affect the histological grade growth or aggressiveness of overt tumors [15]. The fact that most of the overexpressed genes are involved in cell cycle or mitotic control as well as chromosome instability (see Fig. 3c) is also in agreement with our previous data indicating that development of tumors in the Trp53^ΔEC ^mice is associated with early chromosome aberrations due to deregulated centrosome division occurring in pretumoral epidermis [23]. Under this context, the increase in proliferation due to Rb loss [17] can accelerate the process of tumorigenesis by increasing the number of cells subject to such chromosome alterations.

Our data also suggested another important hypothesis: since mutations in TP53 and chromosome instability are associated with increased aggressiveness and malignancy in human patients, we can speculate that mouse p53-deficient epidermal tumors can represent a well suited model for human malignant cancer analysis. Three major findings of the mouse-to-human microarray gene expression comparison presented here support such hypothesis: i) there is a significant overlapping of gene expression patterns between mouse tumors and human cancers bearing mutant TP53; ii) the gene expression signatures typical of human ES cells are displayed by mouse tumors; and iii) the overlapping of overexpressed genes between mouse tumors and highly malignant human primary tumors from various origins.

The similarities that we have found between mouse tumors and human cancer samples from different tissues and origin could be explained by the undifferentiated status of animal tumor samples. In this sense, the 20-gene signature (asterisks in Table 2) shares 13 genes with a meta-signature of undifferentiated human cancer (69 genes) previously published [34], demonstrating the molecular similarities between mouse tumors and human high grade samples. Furthermore, the undifferentiated and aggressive features of the mouse tumors could be related to the expression pattern representative of an ES cell-like phenotype. GSEA using signatures of human ES cell targets and key regulators of ES cell identity (Oct4, Sox2, and Nanog) or Myc oncogene demonstrates that mouse tumors display similar expression pattern of ES cells.

One important feature of the spontaneous tumors arising in both genotypes is the rapid loss of the differentiated phenotype. The microarray analysis corroborates the changes observed by histology studies and confirm, at the molecular level, that an important fraction of the tumors undergo EMT. Since EMT also correlates with metastatic properties, this result would also support a highly metastatic behavior of the mouse epidermal tumors. Analyses to characterize these features in more detail are underway.

These observations also reinforce the possibility that mouse models can be useful as tools for preclinical analysis of potential antitumor therapies targeted against specific signaling pathways or gene products. By means of meta-analysis approaches and interspecies comparison we developed a signature composed by 20 genes, which displays the following attributes: i) it is composed by genes displaying increased expression in tumors compared to normal tissue, being possible targets with important functions in the carcinoma maintenance/aggressiveness; ii) it is independent of the genotype (Trp53^ΔEC ^or Rb^ΔEC^; Trp53^ΔEC^) or the histological subtype; and more importantly, iii) it can identify human primary tumors bearing TP53 mutations and/or displaying a more aggressive malignant behavior. 

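For a measure of the signature per sample, the log2 values of the 20 genes were averaged. This score was 9.66 ± 0.39 (SD, n = 15) in mouse tumors and 6.88 ± 0.14 (SD, n = 5) in normal skin. The tumors ranged from 9.01 to 10.22 and the skin samples from 6.66 to 7.01, without overlap. The difference of 2.78 had a two-sided exact permutation p of 6.45e-05, the smallest that 15504 regroupings allow. The study chose the 20 genes partly on these samples for their rise in tumors, so this separation is not independent evidence. By grade, the score was 9.76 ± 0.41 (SD, n = 5) in undifferentiated/spindle and 9.5 ± 0.45 (SD, n = 6) in poorly differentiated carcinomas (two-sided exact permutation test, p = 0.327). Rb ΔEC; Trp53 ΔEC tumors had a score of 9.75 ± 0.42 (SD, n = 8) and Trp53 ΔEC tumors one of 9.56 ± 0.35 (SD, n = 7; two-sided exact permutation test, p = 0.354). Both of these differences, 0.26 and 0.19, were smaller than the spread between tumors, and a p above the threshold does not show that the groups are equal. Gene by gene, limma called *Ccna2* (0.92) between grades, a call lost in most of the fits that left out 1 tumor and by the unequal-variance test. It called none between genotypes, where 1 gene was higher at an unadjusted p under 0.05 and none by the unequal-variance test. As a list, the 20 genes had a median of 0.32 between grades (camera, adjusted p = 0.26), which passed the test without Trp53 ΔEC tumor 1 or Rb ΔEC; Trp53 ΔEC tumor 2. Between genotypes the median was 0.18 (adjusted p = 0.0074, and 0.899 with an estimated correlation). That call was lost without Trp53 ΔEC tumor 1 or 4 or without Rb ΔEC; Trp53 ΔEC tumor 1, 2 or 3.

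**Figure D4:**
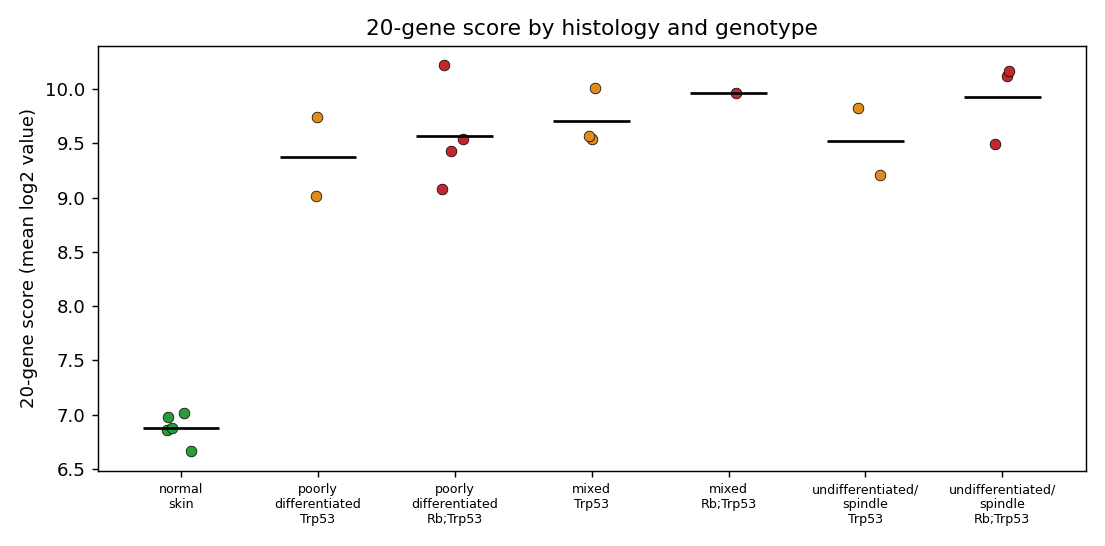
Mean log2 value of the 20 genes in each of the 20 samples, by histology and genotype, with a line at the mean of each group. Skin samples lie between 6.66 and 7.01, and tumors of every group between 9.01 and 10.22.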

In consequence, we postulate that these 20 genes, besides of being considered biomarkers of malignant human cancer progression, could also be useful cancer therapeutic targets, whose inhibition can be preclinically tested in our mouse models.

Consistent with the functional roles of p53, the 20-gene signature contain genes involved in DNA replication and repair, or genomic instability and cell cycle checkpoint (Table 2). This finding is coincident with previous reports showing that TP53 mutations are associated with increased global genomic instability [22], and with a report describing a signature of chromosomal instability (CIN25) inferred from gene expression profiles that predicts clinical outcome in multiple human cancers [35]. Thus, the results suggest that chromosomal instability mediated by the loss of TP53 could be the driving force of metastatic behavior in primary tumors with TP53 mutations.

Epidemiological studies of human cancer demonstrate that somatic mutations in the TP53 gene are mostly missense (73.6% of all mutations). Some missense mutations produce p53-mutant proteins that have been associated with gain of function, or dominant-negative activities. Supported by studies in genetically engineered mice [13], gain of function activity renders a more transformation prone phenotype and confers major metastatic advantages. However, it is important to note that such features have been characterized in mice when the mutations were introduced in combination with specific oncogenes such as K-ras [36] or in the absence of MDM2 [37]. In addition, dominant negative of mutated p53 is only apparent upon external carcinogenic challenges [38]. On the other hand, an important proportion of TP53 mutations found in human cancers would give rise to truncated p53 proteins, such as nonsense, frameshift and large deletion mutations (16.6% of all mutations). In this sense, our animal models of somatic inactivation of the Trp53 mouse gene could represent a suitable model for these types of human mutations. Analysis of the expression deregulation similarities of the mouse tumors and human samples with either truncating or missense TP53 mutations (Fig. 4b) suggest that animal samples share molecular features with both types of mutations, but more significantly with those producing truncated p53 protein. Recently, it has been described that an important proportion of BRCA1-related human breast tumors display TP53 mutations that produce truncated p53 proteins [39]. Approximately half of all hereditary breast cancers are due to loss of BRCA1 or BRCA2 function. Thus, cancer treatments that can restore TP53 pathway function in the mouse models could then be used to treat these BRCA1-related breast tumors, where the p53 loss has been suggested to be essential for tumorigenesis.

The results shown here constitute a comprehensive metagenomic comparison of mouse p53-deficient skin SCCs with human cancer in which we describe common genes of p53-dependent malignancy. These genes are markers of malignant cancer, and potential targets for antitumor therapy. Furthermore, as these genes share expression patterns in both species and in different types of human cancer, our mouse models constitute validated models to initiate preclinical analysis of antitumor therapies that could be useful against p53-mutated human cancer.

## Methods

### Microarray analysis of mouse skin tumors

RNA was obtained from 9 normal wild type control skin samples and 27 tumors of both genotypes, and purified from mice tissue as previously described [15]. Hybridization was done to Affymetrix Mouse Gene expression MOE430 2.0 array. Raw and processed data for training and testing mouse datasets were deposited in the GEO database with the accession identifiers GSE11990 and GSE19616, respectively. Supervised analysis of differential expression between tumors with different histological grade or arising in the two different genotypes was done using Ttest available in the open source software Multiexperiment Viewer 4.5 (MeV 4.5) [40]. The p-values were corrected using FDR. To obtain a tumor signature of p53-deficient mice, differential expression of mouse tumors compared to normal skin tissue was performed using Ttest and Significant Analysis of Microarrays (SAM) [41]. Probes were selected if they passed two criteria: i) Ttest analysis with FDR corrected p-val < 3 × 10^-7^; and ii) SAM analysis with q-val < 1 × 10^-3 ^for FDR. A number of 682 probesets were selected as differentially regulated, being 371 overexpressed and 311 underexpressed in mouse tumors (Fig. 3, Additional files 2 and 3). MOE430 2.0 Affymetrix chip probeset IDs were mapped to human using Ailun web utility [42].

### Enrichment analysis of Gene Ontology terms

Probesets identifiers of differentially expressed genes were uploaded into DAVID Functional Annotation web tool, which computes enrichment of Gene Ontology biological processes terms using EASE score [43,44].

### Enrichment analysis in human stem cells signatures

GSEA [20,21] was used to analyze the enrichment of human embryonic stem cell gene signatures within the mouse tumors when compared to normal skin. Gene sets were downloaded from Ben-Porath *et al. *[19], and fall into four groups: (i) ES expressed genes: two sets of genes overexpressed in ES cells compared to other cells and tissues according to a multistudy compilation and meta-analysis [45]; (ii) Nanog, Oct4 and Sox2 (NOS) targets: four sets of genes whose promoters are bound and activated in human ES cells by each of these regulators of ES cell identity, or co-activated by all three [46], and an additional set (NOS TFs) including a subset of NOS activation targets encoding transcription regulators; (iii) Polycomb targets: four sets representing genes bound by the Polycomb repressive complex 2 (PRC2) in human ES cells [47]; and (iv) Myc targets: two sets of genes bound and activated by c-Myc, identified in two independent studies [48,49].

### Overlapping analysis in human cancer gene expression studies

We used Oncomine Gene Expression Signatures database to search for overlapping [24]. Association of the mapped signatures with the database signatures was tested using Fisher's exact test, and was considered significant for Odds Ratio >1.25, and p-val < 0.01. Genes overexpressed or underexpressed in the tumor signature of p53-deficient mouse were mapped to human gene symbols and loaded into the Oncomine database. Although both sets of genes display similar trends, the significance was lower for those underexpressed. We have searched for overlaps using different filtering criteria, based on the type of human cancer comparison performed. These criteria were: "Molecular Subtype: Mutation" and "Clinical Outcome". In the case of the overlapping with the Ivshina *et al. *study of TP53 mutational status in breast cancer samples [26] (asterisk in Fig. 4a), as a measure of status similarity with respect to mouse tumors, we calculated the sum of the expression values of the 98 common genes in each breast cancer sample. The higher the sum, the greater the overlap with the mouse tumor signature.

### Validation analysis in the mouse tumor testing dataset

For both the training (GSE11990) and testing mouse datasets (GSE19616) the gene expression values for the 20-gene signature were extracted. The probeset with maximal value was selected for genes with more than one. Similar results were obtained using the median value of probesets. For each method, the classifier was trained in the GSE11990 dataset and tested in the GSE19616 dataset. Prediction methods (SVM, USC, KNNC and DAM) were calculated using default settings within the MeV 4.5 software.

### Immunohistochemistry on human tissue arrays

FFPE tissue arrays of breast and cervical carcinomas were purchased to Cybrdi, Inc. (Maryland, USA). Individual clinical specimens were pathologically confirmed. Immunohistochemistry was done using standard protocols on deparaffinized sections using a polyclonal rabbit antibody to human UBE2C or Aurora kinase A (AbCam). The slides were microwaved for 15 min. Biotin-conjugated secondary antibody was purchased from Jackson Immuno-Research Laboratories and used at 1:1,000. Peroxidase was visualized using avidin-biotin complex method and 3,3-diaminobenzidine kit (Vector). Double-blind analysis was performed to assign a staining score (0 to 5) for each sample considering the intensity and the percentage of tumor cells stained. Statistical analyses (χ^2 ^and Cox correlation) were performed using SPSS software.

### External microarray datasets of human cancer

Gene expression and clinical information of human cancer survival curves were downloaded either from GEO website (multiple myeloma_Zhan dataset (GSE2658) [50], astrocytoma_Phillips dataset (GSE4271) [51], and breast cancer_Desmedt (GSE7390) [32]), or from Rosetta Inpharmatics website (breast cancer_NKI [31]).

### Ethics Statement

All animals were handled in strict accordance with good animal practice as defined by the relevant international laboratory animal welfare bodies (FELASA), and all animal work was approved by the Animal Ethical Committee and conducted in compliance with Centro de Investigaciones Energéticas, Medioambientales y Tecnológicas (CIEMAT) Guidelines.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

All authors have read and approved the final manuscript. ABM-C, MS, CS, CL, CSL, and CC contributed to animal propagation; ABM-C and MS collected mouse skin samples; ABM-C, MD and AB-P performed RNA purification of animal samples; GG and MD performed immunohistochemistry analyses. RG-E performed microarray analysis and wrote the manuscript; and RG-E and J-MP planned and supervised the project.

## Supplementary Material

Additional file 1 **Differential expression analysis of tumors arising in either Trp53^ΔEC ^or Rb^ΔEC^; Trp53^ΔEC ^models from GSE11990 and GSE19616 datasets**. The figure represent hierarchical clustering of genes selected using Ttest with corrected p-val (FDR < 0.1). Click here for file

Additional file 2 **371 probesets overexpressed in mouse p53-tumors**. The table includes the probesets IDs, fold change and gene symbol corresponding to the overexpressed Affymetrix probesets in the mouse tumors of the training dataset. Click here for file

Additional file 3 **311 probesets underexpressed in mouse p53-tumors**. The table includes the probesets IDs, fold change and gene symbol corresponding to the underexpressed Affymetrix probesets in the mouse tumors of the training dataset. Click here for file

Additional file 4 **Significant overlaps of human-mapped overexpressed or underexpressed genes from tumors of p53-deficient mouse with human tumors using "Molecular Subtype Mutations" and "Clinical Outcome" analyses**. The file includes a table with the Concept Name, gene number overlap and overlapping significance of the signature of p53-deficient mouse compared to human signatures with p53-mutations or with poor outcome, and also includes the bibliographic references of the human signatures. Click here for file

Additional file 5 **Overlapping between underexpressed genes in the tumor signature of p53-deficient mouse and genes underexpressed in human primary tumors with malignant behavior**. The figure represents the overlapping significance with signatures of poor-outcome human tumors from different anatomical locations (A) and the list of genes which are underexpressed in the majority of the human signatures (B). Click here for file

## References

[B1] Ellwood-YenKGraeberTGWongvipatJIruela-ArispeMLZhangJMatusikRThomasGVSawyersCLMyc-driven murine prostate cancer shares molecular features with human prostate tumorsCancer Cell2003422323810.1016/S1535-6108(03)00197-114522256

[B2] Sweet-CorderoAMukherjeeSSubramanianAYouHRoixJJLadd-AcostaCMesirovJGolubTRJacksTAn oncogenic KRAS2 expression signature identified by cross-species gene-expression analysisNat Genet20053748551560863910.1038/ng1490

[B3] HodgsonGHagerJHVolikSHarionoSWernickMMooreDNowakNAlbertsonDGPinkelDCollinsCGenome scanning with array CGH delineates regional alterations in mouse islet carcinomasNat Genet20012945946410.1038/ng77111694878

[B4] MaserRSChoudhuryBCampbellPJFengBWongKKProtopopovAO'NeilJGutierrezAIvanovaEPernaIChromosomally unstable mouse tumours have genomic alterations similar to diverse human cancersNature200744796697110.1038/nature0588617515920PMC2714968

[B5] O'HaganRCChangSMaserRSMohanRArtandiSEChinLDePinhoRATelomere dysfunction provokes regional amplification and deletion in cancer genomesCancer Cell2002214915510.1016/S1535-6108(02)00094-612204535

[B6] ZenderLSpectorMSXueWFlemmingPCordon-CardoCSilkeJFanSTLukJMWiglerMHannonGJIdentification and validation of oncogenes in liver cancer using an integrative oncogenomic approachCell20061251253126710.1016/j.cell.2006.05.03016814713PMC3026384

[B7] MenendezDIngaAResnickMAThe expanding universe of p53 targetsNat Rev Cancer2009972473710.1038/nrc273019776742

[B8] VousdenKHPrivesCBlinded by the Light: The Growing Complexity of p53Cell200913741343110.1016/j.cell.2009.04.03719410540

[B9] PetitjeanAMatheEKatoSIshiokaCTavtigianSVHainautPOlivierMImpact of mutant p53 functional properties on TP53 mutation patterns and tumor phenotype: lessons from recent developments in the IARC TP53 databaseHum Mutat20072862262910.1002/humu.2049517311302

[B10] VogelsteinBLaneDLevineAJSurfing the p53 networkNature200040830731010.1038/3504267511099028

[B11] ToledoFWahlGMRegulating the p53 pathway: in vitro hypotheses, in vivo veritasNat Rev Cancer2006690992310.1038/nrc201217128209

[B12] BroshRRotterVWhen mutants gain new powers: news from the mutant p53 fieldNat Rev Cancer200997017131969309710.1038/nrc2693

[B13] DonehowerLALozanoG20 years studying p53 functions in genetically engineered miceNat Rev Cancer200998318411977674610.1038/nrc2731

[B14] JonkersJMeuwissenRvan der GuldenHPeterseHvan der ValkMBernsASynergistic tumor suppressor activity of BRCA2 and p53 in a conditional mouse model for breast cancerNat Genet20012941842510.1038/ng74711694875

[B15] Martinez-CruzABSantosMLaraMFSegrellesCRuizSMoralMLorzCGarcia-EscuderoRParamioJMSpontaneous squamous cell carcinoma induced by the somatic inactivation of retinoblastoma and Trp53 tumor suppressorsCancer Res20086868369210.1158/0008-5472.CAN-07-304918245467

[B16] PeinadoHOlmedaDCanoASnail, Zeb and bHLH factors in tumour progression: an alliance against the epithelial phenotype?Nat Rev Cancer2007741542810.1038/nrc213117508028

[B17] RuizSSantosMSegrellesCLeisHJorcanoJLBernsAParamioJMVooijsMUnique and overlapping functions of pRb and p107 in the control of proliferation and differentiation in epidermisDevelopment20041312737274810.1242/dev.0114815148303

[B18] RuizSSantosMLaraMFSegrellesCBallestinCParamioJMUnexpected roles for pRb in mouse skin carcinogenesisCancer Res2005659678968610.1158/0008-5472.CAN-05-185316266987

[B19] Ben-PorathIThomsonMWCareyVJGeRBellGWRegevAWeinbergRAAn embryonic stem cell-like gene expression signature in poorly differentiated aggressive human tumorsNat Genet20084049950710.1038/ng.12718443585PMC2912221

[B20] MoothaVKLindgrenCMErikssonKFSubramanianASihagSLeharJPuigserverPCarlssonERidderstraleMLaurilaEPGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetesNat Genet20033426727310.1038/ng118012808457

[B21] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMAPaulovichAPomeroySLGolubTRLanderESMesirovJPGene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profilesProc Natl Acad Sci USA2005102155451555010.1073/pnas.050658010216199517PMC1239896

[B22] EyfjordJEThorlaciusSSteinarsdottirMValgardsdottirROgmundsdottirHMAnamthawat-JonssonKp53 abnormalities and genomic instability in primary human breast carcinomasCancer Res1995556466517530599

[B23] Martinez-CruzABSantosMGarcia-EscuderoRMoralMSegrellesCLorzCSaizCBuitrago-PerezACostaCParamioJMSpontaneous tumor formation in Trp53-deficient epidermis mediated by chromosomal instability and inflammationAnticancer Res2009293035304219661312

[B24] RhodesDRKalyana-SundaramSTomlinsSAMahavisnoVKasperNVaramballyRBarretteTRGhoshDVaramballySChinnaiyanAMMolecular concepts analysis links tumors, pathways, mechanisms, and drugsNeoplasia2007944345410.1593/neo.0729217534450PMC1877973

[B25] RhodesDRKalyana-SundaramSMahavisnoVVaramballyRYuJBriggsBBBarretteTRAnstetMJKincead-BealCKulkarniPOncomine 3.0: genes, pathways, and networks in a collection of 18,000 cancer gene expression profilesNeoplasia2007916618010.1593/neo.0711217356713PMC1813932

[B26] IvshinaAVGeorgeJSenkoOMowBPuttiTCSmedsJLindahlTPawitanYHallPNordgrenHGenetic reclassification of histologic grade delineates new clinical subtypes of breast cancerCancer Res200666102921030110.1158/0008-5472.CAN-05-441417079448

[B27] BrownMPGrundyWNLinDCristianiniNSugnetCWFureyTSAresMJrHausslerDKnowledge-based analysis of microarray gene expression data by using support vector machinesProc Natl Acad Sci USA20009726226710.1073/pnas.97.1.26210618406PMC26651

[B28] YeungKYBumgarnerREMulticlass classification of microarray data with repeated measurements: application to cancerGenome Biol20034R8310.1186/gb-2003-4-12-r8314659020PMC329422

[B29] TheilhaberJConnollyTRoman-RomanSBushnellSJacksonACallKGarciaTBaronRFinding genes in the C2C12 osteogenic pathway by k-nearest-neighbor classification of expression dataGenome Res20021216517610.1101/gr.18260111779842PMC155256

[B30] NguyenDVRockeDMMulti-class cancer classification via partial least squares with gene expression profilesBioinformatics2002181216122610.1093/bioinformatics/18.9.121612217913

[B31] van de VijverMJHeYDvan't VeerLJDaiHHartAAVoskuilDWSchreiberGJPeterseJLRobertsCMartonMJA gene-expression signature as a predictor of survival in breast cancerN Engl J Med20023471999200910.1056/NEJMoa02196712490681

[B32] DesmedtCPietteFLoiSWangYLallemandFHaibe-KainsBVialeGDelorenziMZhangYd'AssigniesMSStrong time dependence of the 76-gene prognostic signature for node-negative breast cancer patients in the TRANSBIG multicenter independent validation seriesClin Cancer Res2007133207321410.1158/1078-0432.CCR-06-276517545524

[B33] WangYKlijnJGZhangYSieuwertsAMLookMPYangFTalantovDTimmermansMMeijer-van GelderMEYuJGene-expression profiles to predict distant metastasis of lymph-node-negative primary breast cancerLancet20053656716791572147210.1016/S0140-6736(05)17947-1

[B34] RhodesDRYuJShankerKDeshpandeNVaramballyRGhoshDBarretteTPandeyAChinnaiyanAMLarge-scale meta-analysis of cancer microarray data identifies common transcriptional profiles of neoplastic transformation and progressionProc Natl Acad Sci USA20041019309931410.1073/pnas.040199410115184677PMC438973

[B35] CarterSLEklundACKohaneISHarrisLNSzallasiZA signature of chromosomal instability inferred from gene expression profiles predicts clinical outcome in multiple human cancersNat Genet2006381043104810.1038/ng186116921376

[B36] CaulinCNguyenTLangGAGoepfertTMBrinkleyBRCaiWWLozanoGRoopDRAn inducible mouse model for skin cancer reveals distinct roles for gain- and loss-of-function p53 mutationsJ Clin Invest20071171893190110.1172/JCI3172117607363PMC1904325

[B37] TerzianTSuhYAIwakumaTPostSMNeumannMLangGAVan PeltCSLozanoGThe inherent instability of mutant p53 is alleviated by Mdm2 or p16INK4a lossGenes Dev2008221337134410.1101/gad.166290818483220PMC2377188

[B38] WijnhovenSWSpeksnijderENLiuXZwartEvanOostromCTBeemsRBHoogervorstEMSchaapMMAttardiLDJacksTDominant-negative but not gain-of-function effects of a p53.R270H mutation in mouse epithelium tissue after DNA damageCancer Res2007674648465610.1158/0008-5472.CAN-06-468117510390

[B39] HolstegeHJoosseSAvan OostromCTNederlofPMde VriesAJonkersJHigh incidence of protein-truncating TP53 mutations in BRCA1-related breast cancerCancer Res2009693625363310.1158/0008-5472.CAN-08-342619336573

[B40] SaeedAISharovVWhiteJLiJLiangWBhagabatiNBraistedJKlapaMCurrierTThiagarajanMTM4: a free, open-source system for microarray data management and analysisBiotechniques2003343743781261325910.2144/03342mt01

[B41] TusherVGTibshiraniRChuGSignificance analysis of microarrays applied to the ionizing radiation responseProc Natl Acad Sci USA2001985116512110.1073/pnas.09106249811309499PMC33173

[B42] ChenRLiLButteAJAILUN: reannotating gene expression data automaticallyNat Methods2007487910.1038/nmeth1107-87917971777PMC2716375

[B43] DennisGJrShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated DiscoveryGenome Biol20034P310.1186/gb-2003-4-5-p312734009PMC193660

[B44] HosackDADennisGJrShermanBTLaneHCLempickiRAIdentifying biological themes within lists of genes with EASEGenome Biol20034R7010.1186/gb-2003-4-10-r7014519205PMC328459

[B45] AssouSLe CarrourTTondeurSStromSGabelleAMartySNadalLPantescoVRemeTHugnotJPA meta-analysis of human embryonic stem cells transcriptome integrated into a web-based expression atlasStem Cells20072596197310.1634/stemcells.2006-035217204602PMC1906587

[B46] BoyerLALeeTIColeMFJohnstoneSELevineSSZuckerJPGuentherMGKumarRMMurrayHLJennerRGCore transcriptional regulatory circuitry in human embryonic stem cellsCell200512294795610.1016/j.cell.2005.08.02016153702PMC3006442

[B47] LeeTIJennerRGBoyerLAGuentherMGLevineSSKumarRMChevalierBJohnstoneSEColeMFIsonoKControl of developmental regulators by Polycomb in human embryonic stem cellsCell200612530131310.1016/j.cell.2006.02.04316630818PMC3773330

[B48] FernandezPCFrankSRWangLSchroederMLiuSGreeneJCocitoAAmatiBGenomic targets of the human c-Myc proteinGenes Dev2003171115112910.1101/gad.106700312695333PMC196049

[B49] LiZVan CalcarSQuCCaveneeWKZhangMQRenBA global transcriptional regulatory role for c-Myc in Burkitt's lymphoma cellsProc Natl Acad Sci USA20031008164816910.1073/pnas.133276410012808131PMC166200

[B50] ZhanFHuangYCollaSStewartJPHanamuraIGuptaSEpsteinJYaccobySSawyerJBuringtonBThe molecular classification of multiple myelomaBlood20061082020202810.1182/blood-2005-11-01345816728703PMC1895543

[B51] PhillipsHSKharbandaSChenRForrestWFSorianoRHWuTDMisraANigroJMColmanHSoroceanuLMolecular subclasses of high-grade glioma predict prognosis, delineate a pattern of disease progression, and resemble stages in neurogenesisCancer Cell2006915717310.1016/j.ccr.2006.02.01916530701

# Supplementary material for: Gene expression profiling of mouse p53-deficient epidermal carcinoma defines molecular determinants of human cancer malignancy
**Source:** Mol Cancer. 2010 Jul 14;9:193. doi: 10.1186/1476-4598-9-193

**Additional file 1.** Differential expression analysis of tumors arising in either Trp53EC or RbEC; Trp53EC models from GSE11990 and GSE19616 datasets. 

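A list of this kind depends on the number of tumors tested and on how their spread is modelled. Additional file 1 shows probesets that differ between genotypes in tumors of both datasets, whereas the deposited training dataset alone was tested here. A corrected p below 0.1 allows about 10% of the selected probesets to be false. With quantile normalization, limma called 23 probesets higher in Rb ΔEC; Trp53 ΔEC tumors and 19 lower at that threshold on the training dataset, and 14 and 13 with trend and robust. Among the genes past limma's test, *Zfp995* (0.74, adjusted p = 0.0638), *Gm38396* (0.54, 0.0948) and *Fam171a2* (−1.12, 0.0638) each lost their call in most of the fits that left out 1 tumor, and by the unequal-variance test.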

Hierarchical clustering of genes selected using Ttest with corrected p-val (FDR<0.1) is shown. Sample colors: orange, tumors from Trp53EC mice; red, tumors from RbEC; Trp53EC mice. NA: unknown gene symbol.

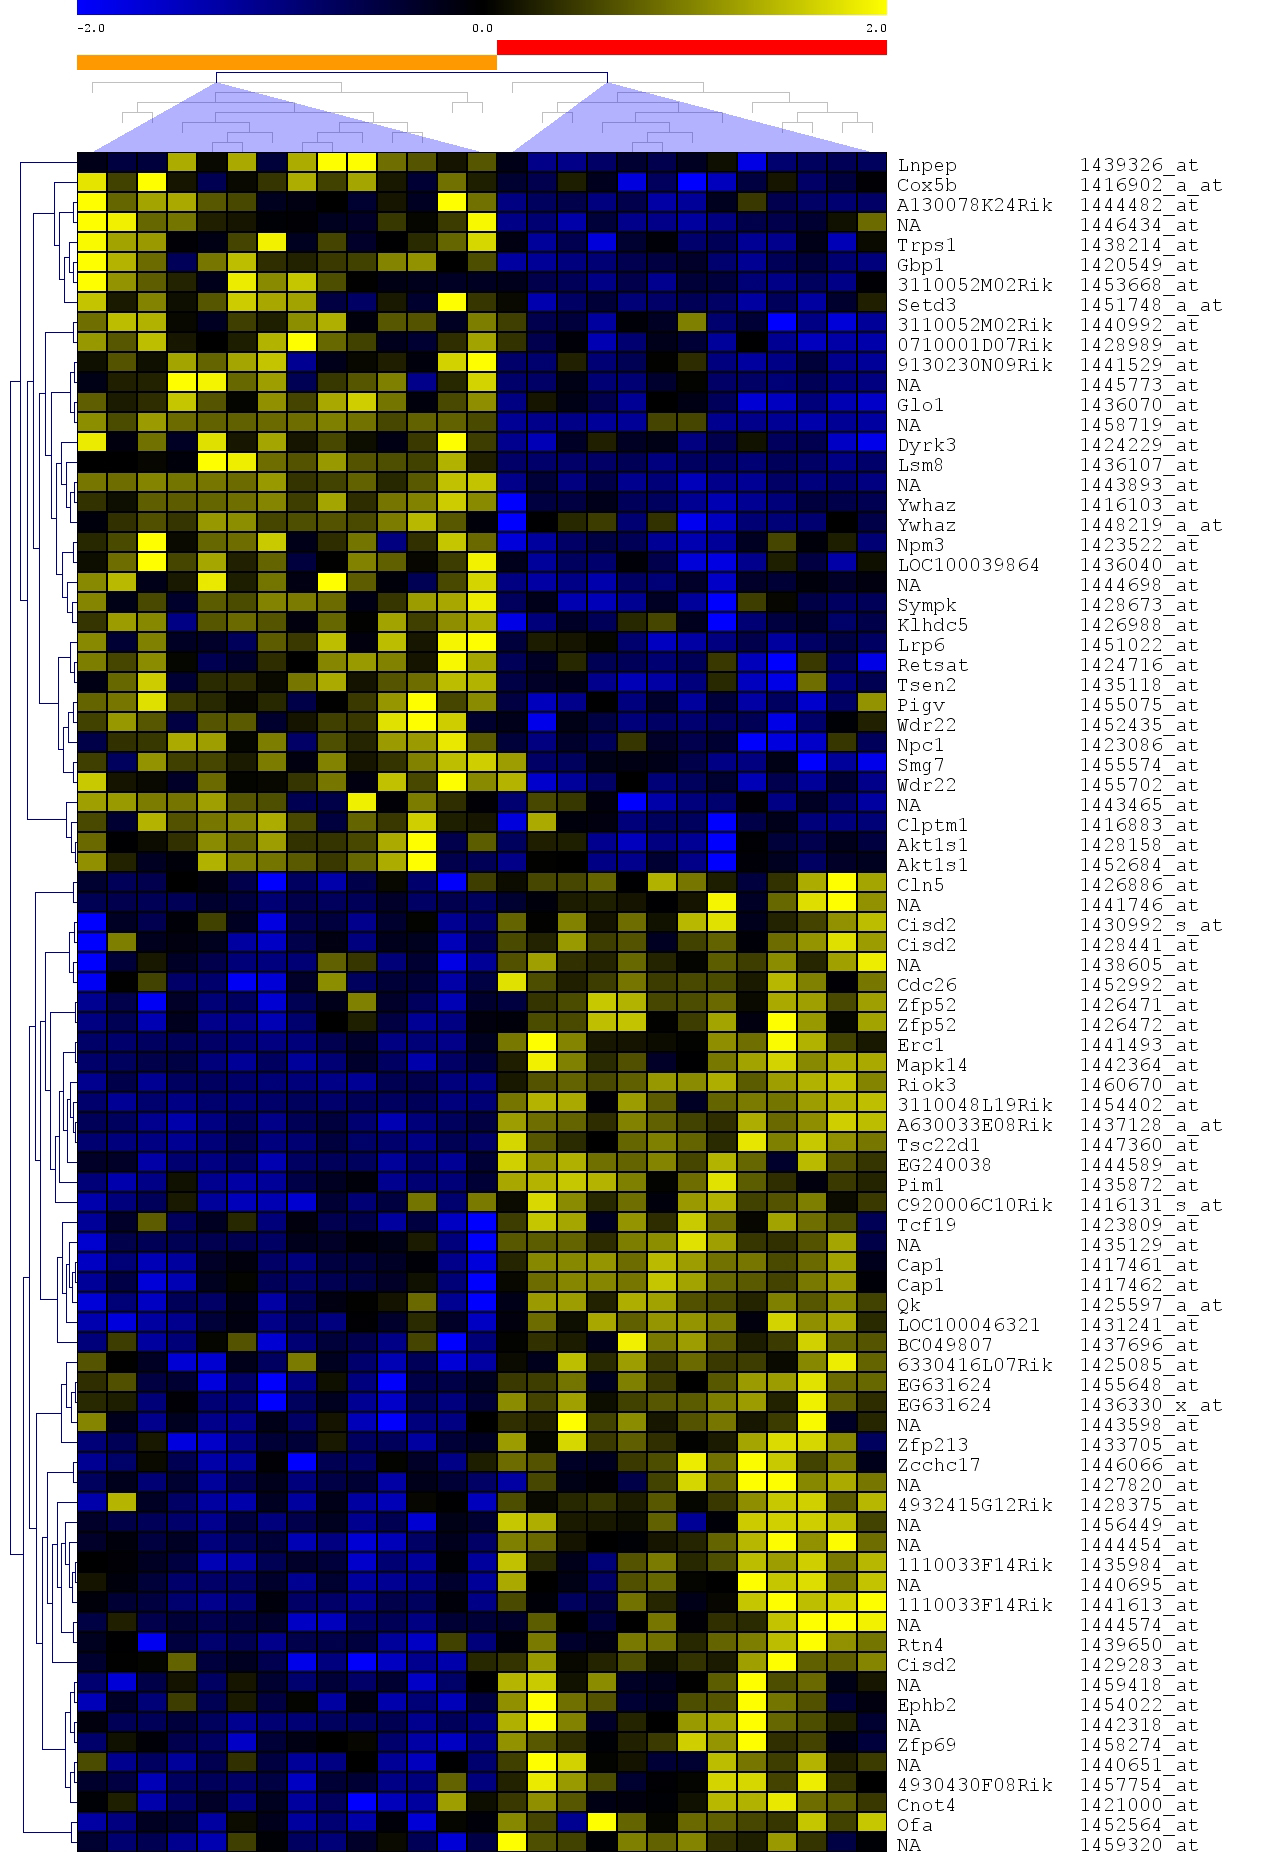

**Supplement:** Additional file 1 — Differential expression analysis of tumors arising in either Trp53ΔEC or RbΔEC; Trp53ΔEC models from GSE11990 and GSE19616 datasets. The figure represent hierarchical clustering of genes selected using Ttest with corrected p-val (FDR < 0.1).

# Supplementary material for: Gene expression profiling of mouse p53-deficient epidermal carcinoma defines molecular determinants of human cancer malignancy
**Source:** Mol Cancer. 2010 Jul 14;9:193. doi: 10.1186/1476-4598-9-193
**Supplement:** Additional file 2 — 371 probesets overexpressed in mouse p53-tumors. The table includes the probesets IDs, fold change and gene symbol corresponding to the overexpressed Affymetrix probesets in the mouse tumors of the training dataset.

**Additional file 2.** 371 probesets overexpressed in mouse p53-tumors.

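The fold change of this table compares the mean of 15 tumors with that of 5 normal skin samples. Recomputed from the deposited log2 values as a power of 2 of the difference of means, all 371 fold changes came out between 0.997 and 1 times the paper's. The smallest fold change in the paper's table is 1.7. In all 371 probesets every tumor lay above every skin sample, and the highest adjusted p from limma was 5.36e-06. Genes of the cell cycle such as *Bub1*, *Hells* and *Depdc1a* stand in it.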

# Supplementary material for: Gene expression profiling of mouse p53-deficient epidermal carcinoma defines molecular determinants of human cancer malignancy
**Source:** Mol Cancer. 2010 Jul 14;9:193. doi: 10.1186/1476-4598-9-193
**Supplement:** Additional file 3 — 311 probesets underexpressed in mouse p53-tumors. The table includes the probesets IDs, fold change and gene symbol corresponding to the underexpressed Affymetrix probesets in the mouse tumors of the training dataset.

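Probesets lower in tumors were recomputed in the same way, against the same skin samples. All 311 fold changes lay between 0.998 and 1 times the paper's, whose reported values run from −375.82 to −1.6, the most negative for *Myh4*. In 310 of the probesets every tumor lay below every skin sample, and the highest adjusted p from limma was 5.75e-06.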

**Additional file 3.** 311 probesets underexpressed in mouse p53-tumors.

# Supplementary material for: Gene expression profiling of mouse p53-deficient epidermal carcinoma defines molecular determinants of human cancer malignancy
**Source:** Mol Cancer. 2010 Jul 14;9:193. doi: 10.1186/1476-4598-9-193
**Supplement:** Additional file 4 — Significant overlaps of human-mapped overexpressed or underexpressed genes from tumors of p53-deficient mouse with human tumors using "Molecular Subtype Mutations" and "Clinical Outcome" analyses. The file includes a table with the Concept Name, gene number overlap and overlapping significance of the signature of p53-deficient mouse compared to human signatures with p53-mutations or with poor outcome, and also includes the bibliographic references of the human signatures.

**Additional file 4.** Significant overlaps of human-mapped overexpressed or underexpressed mouse p53-genes with human tumors with “Molecular Subtype Mutations” and “Clinical Outcome”.

|  | **Concept Name** | **Overlap** | **p-val** | **Odds Ratio** | **Expression** | **Reference** |
| --- | --- | --- | --- | --- | --- | --- |
| **Molecular Subtype Mutation** | Breast Carcinoma - TP53 Mutation - Top 5% Over-expressed (Ivshina Breast) | 98 | 1.52E-66 | 16.2 | Over-expressed | [1] |
| Ductal Breast Carcinoma - TP53 Mutation - Top 10% Over-expressed (Sorlie Breast) | 42 | 1.09E-12 | 4.6 | Over-expressed | [2] |
| Breast Cancer Cell Line - TP53 Mutation - Top 10% Over-expressed (Neve CellLine) | 58 | 3.03E-11 | 3.1 | Over-expressed | [3] |
| Ductal Breast Carcinoma - TP53 Mutation - Top 10% Over-expressed (Pollack Breast 2) | 35 | 2.81E-09 | 3.8 | Over-expressed | [4] |
| Lung Adenocarcinoma - TP53 Mutation - Top 10% Over-expressed (Ding Lung) | 129 | 3.20E-54 | 7.9 | Over-expressed | [5] |
| Bladder Urothelial Carcinoma - TP53 Mutation - Top 5% Over-expressed (Lindgren Bladder) | 45 | 3.05E-25 | 10.3 | Over-expressed | [6] |
| Hepatocellular Carcinoma - TP53 Mutation - Top 10% Over-expressed (Chiang Liver) | 87 | 2.98E-22 | 4.1 | Over-expressed | [7] |
| Ovarian Endometrioid Adenocarcinoma - TP53 Mutation - Top 10% Over-expressed (Hendrix Ovarian) | 61 | 8.88E-13 | 3.3 | Over-expressed | [8] |
| Melanoma Cell Line - TP53 Mutation - Top 10% Over-expressed (Johansson CellLine) | 66 | 5.19E-11 | 2.8 | Over-expressed | [9] |
| Mantle Cell Lymphoma - TP53 Deletion - Top 10% Over-expressed (Rosenwald Lymphoma 3) | 31 | 1.54E-07 | 3.5 | Over-expressed | [10] |
|  |  |  |  |  |  |  |
| **Clinical Outcome** | Ductal Breast Carcinoma Epithelia - Dead at 1 Year - Top 10% Over-expressed (Boersma Breast) | 110 | 3.97E-49 | 8.7 | Over-expressed | [11] |
| Breast Carcinoma - Dead at 5 Years - Top 10% Over-expressed (Pawitan Breast) | 121 | 1.54E-47 | 7.1 | Over-expressed | [12] |
| Breast Carcinoma - Dead at 5 Years - Top 5% Over-expressed (vandeVijver Breast) | 84 | 1.19E-45 | 10.1 | Over-expressed | [13] |
| Breast Carcinoma - Dead at 3 Years - Top 10% Over-expressed (Bild Breast) | 51 | 5.30E-15 | 4.5 | Over-expressed | [14] |
| Ductal Breast Carcinoma Stroma - Dead at 1 Year - Top 10% Over-expressed (Boersma Breast) | 57 | 9.37E-11 | 3 | Over-expressed | [11] |
| Invasive Ductal Breast Carcinoma - Dead at 5 Years - Top 5% Over-expressed (Sotiriou Breast 2) | 20 | 6.84E-07 | 4.3 | Over-expressed | [15] |
| Mantle Cell Lymphoma - Dead at 1 Year - Top 5% Over-expressed (Rosenwald Lymphoma 3) | 41 | 2.69E-26 | 14.1 | Over-expressed | [10] |
| Diffuse Large B-Cell Lymphoma - Dead at 1 Year - Top 10% Over-expressed (Dave Lymphoma 2) | 19 | 1.77E-06 | 4.6 | Over-expressed | [16] |
| Astrocytoma - Dead at 3 Years - Top 10% Over-expressed (Phillips Brain) | 139 | 6.05E-64 | 9.3 | Over-expressed | [17] |
| Glioblastoma - Dead at 1 Year - Top 1% Over-expressed (Liang Brain) | 21 | 3.44E-17 | 16.6 | Over-expressed | [18] |
| Anaplastic Oligodendroglioma - Dead at 1 Year - Top 10% Over-expressed (Freije Brain) | 73 | 1.77E-14 | 3.2 | Over-expressed | [19] |
| Glioblastoma - Dead at 1 Year - Top 10% Over-expressed (Nutt Brain) | 46 | 1.14E-11 | 3.8 | Over-expressed | [20] |
| Classic Medulloblastoma - Dead at 3 Years - Top 10% Over-expressed (Pomeroy Brain) | 28 | 2.05E-07 | 3.7 | Over-expressed | [21] |
| Infiltrating Bladder Urothelial Carcinoma - Dead at 1 Year - Top 10% Over-expressed (Blaveri Bladder 2) | 49 | 3.50E-16 | 5.2 | Over-expressed | [22] |
| Superficial Bladder Cancer - Dead at 1 Year - Top 10% Over-expressed (Blaveri Bladder 2) | 32 | 7.70E-07 | 3 | Over-expressed | [22] |
| Superficial Bladder Cancer - Dead at 1 Year - Top 1% Over-expressed (Dyrskjot Bladder 5) | 4 | 7.64E-06 | 123.8 | Over-expressed | [23] |
| Lung Adenocarcinoma - Dead at 5 Years - Top 5% Over-expressed (DirectorsChallenge Lung) | 94 | 9.02E-62 | 15 | Over-expressed | [24] |
| Lung Adenocarcinoma - Dead at 3 Years - Top 10% Over-expressed (Bild Lung) | 69 | 2.12E-12 | 2.9 | Over-expressed | [14] |
| Lung Adenocarcinoma - Dead at 1 Year - Top 10% Over-expressed (Beer Lung) | 25 | 2.05E-05 | 3 | Over-expressed | [25] |
| Papillary Renal Cell Carcinoma - Dead at 5 Years - Top 5% Over-expressed (Yang Renal) | 70 | 1.46E-29 | 6.6 | Over-expressed | [26] |
| Clear Cell Renal Cell Carcinoma - Dead at 5 Years - Top 10% Over-expressed (Zhao Renal) | 75 | 6.78E-20 | 4.2 | Over-expressed | [27] |
| Multiple Myeloma - Dead at 3 Years - Top 10% Over-expressed (Zhan Myeloma 2) | 149 | 1.76E-73 | 10.6 | Over-expressed | [28] |
| Multiple Myeloma - Dead at 1 Year - Top 10% Over-expressed (Carrasco Myeloma) | 72 | 7.29E-14 | 3.1 | Over-expressed | [29] |
| Peritoneal Serous Adenocarcinoma - Dead at 3 Years - Top 10% Over-expressed (Tothill Ovarian) | 67 | 1.82E-11 | 2.8 | Over-expressed | [30] |
| Ovarian Endometrioid Adenocarcinoma - Dead at 5 Years - Top 10% Over-expressed (Lu Ovarian) | 55 | 4.11E-07 | 2.3 | Over-expressed | [31] |
| Prostate Carcinoma - Dead at 5 Years - Top 5% Over-expressed (Nakagawa Prostate) | 9 | 4.13E-08 | 24.6 | Over-expressed | [32] |
| Diffuse Gastric Adenocarcinoma - Dead at 1 Year - Top 10% Over-expressed (Chen Gastric) | 48 | 1.61E-07 | 2.6 | Over-expressed | [33] |
| Head and Neck Squamous Cell Carcinoma - Dead at 1 Year - Top 10% Over-expressed (Cromer Head-Neck) | 47 | 2.87E-12 | 4 | Over-expressed | [34] |
|  |  |  |  |  |  |  |
| **Clinical Outcome** | Head and Neck Squamous Cell Carcinoma - Dead at 5 Years - Top 10% Under-expressed (Chung Head-Neck) | 43 | 2.28E-12 | 4.3 | Under-expressed | [35] |
| Breast Carcinoma - Dead at 5 Years - Top 10% Under-expressed (Pawitan Breast) | 54 | 1.67E-09 | 2.8 | Under-expressed | [12] |
| Astrocytoma - Dead at 1 Year - Top 10% Under-expressed (Phillips Brain) | 48 | 6.03E-07 | 2.4 | Under-expressed | [17] |
| Lung Adenocarcinoma - Dead at 1 Year - Top 10% Under-expressed (DirectorsChallenge Lung) | 40 | 7.80E-07 | 2.6 | Under-expressed | [24] |
| Germinal Center B-Cell-Like Diffuse Large B-Cell Lymphoma - Dead at 5 Years - Top 5% Under-expressed (Lenz Lymphoma) | 29 | 5.18E-06 | 2.8 | Under-expressed | [36] |
| Lung Adenocarcinoma - Dead at 3 Years - Top 10% Under-expressed (Garber Lung) | 30 | 2.37E-05 | 2.6 | Under-expressed | [37] |

**References**

1. Ivshina AV, George J, Senko O, Mow B, Putti TC, Smeds J, Lindahl T, Pawitan Y, Hall P, Nordgren H, et al: **Genetic reclassification of histologic grade delineates new clinical subtypes of breast cancer.** *Cancer Res* 2006, **66:**10292-10301.

2. Sorlie T, Perou CM, Tibshirani R, Aas T, Geisler S, Johnsen H, Hastie T, Eisen MB, van de Rijn M, Jeffrey SS, et al: **Gene expression patterns of breast carcinomas distinguish tumor subclasses with clinical implications.** *Proc Natl Acad Sci U S A* 2001, **98:**10869-10874.

3. Neve RM, Chin K, Fridlyand J, Yeh J, Baehner FL, Fevr T, Clark L, Bayani N, Coppe JP, Tong F, et al: **A collection of breast cancer cell lines for the study of functionally distinct cancer subtypes.** *Cancer Cell* 2006, **10:**515-527.

4. Pollack JR, Sorlie T, Perou CM, Rees CA, Jeffrey SS, Lonning PE, Tibshirani R, Botstein D, Borresen-Dale AL, Brown PO: **Microarray analysis reveals a major direct role of DNA copy number alteration in the transcriptional program of human breast tumors.** *Proc Natl Acad Sci U S A* 2002, **99:**12963-12968.

5. Ding L, Getz G, Wheeler DA, Mardis ER, McLellan MD, Cibulskis K, Sougnez C, Greulich H, Muzny DM, Morgan MB, et al: **Somatic mutations affect key pathways in lung adenocarcinoma.** *Nature* 2008, **455:**1069-1075.

6. Lindgren D, Liedberg F, Andersson A, Chebil G, Gudjonsson S, Borg A, Mansson W, Fioretos T, Hoglund M: **Molecular characterization of early-stage bladder carcinomas by expression profiles, FGFR3 mutation status, and loss of 9q.** *Oncogene* 2006, **25:**2685-2696.

7. Chiang DY, Villanueva A, Hoshida Y, Peix J, Newell P, Minguez B, LeBlanc AC, Donovan DJ, Thung SN, Sole M, et al: **Focal gains of VEGFA and molecular classification of hepatocellular carcinoma.** *Cancer Res* 2008, **68:**6779-6788.

8. Hendrix ND, Wu R, Kuick R, Schwartz DR, Fearon ER, Cho KR: **Fibroblast growth factor 9 has oncogenic activity and is a downstream target of Wnt signaling in ovarian endometrioid adenocarcinomas.** *Cancer Res* 2006, **66:**1354-1362.

9. Johansson P, Pavey S, Hayward N: **Confirmation of a BRAF mutation-associated gene expression signature in melanoma.** *Pigment Cell Res* 2007, **20:**216-221.

10. Rosenwald A, Wright G, Wiestner A, Chan WC, Connors JM, Campo E, Gascoyne RD, Grogan TM, Muller-Hermelink HK, Smeland EB, et al: **The proliferation gene expression signature is a quantitative integrator of oncogenic events that predicts survival in mantle cell lymphoma.** *Cancer Cell* 2003, **3:**185-197.

11. Boersma BJ, Reimers M, Yi M, Ludwig JA, Luke BT, Stephens RM, Yfantis HG, Lee DH, Weinstein JN, Ambs S: **A stromal gene signature associated with inflammatory breast cancer.** *Int J Cancer* 2008, **122:**1324-1332.

12. Pawitan Y, Bjohle J, Amler L, Borg AL, Egyhazi S, Hall P, Han X, Holmberg L, Huang F, Klaar S, et al: **Gene expression profiling spares early breast cancer patients from adjuvant therapy: derived and validated in two population-based cohorts.** *Breast Cancer Res* 2005, **7:**R953-964.

13. van de Vijver MJ, He YD, van't Veer LJ, Dai H, Hart AA, Voskuil DW, Schreiber GJ, Peterse JL, Roberts C, Marton MJ, et al: **A gene-expression signature as a predictor of survival in breast cancer.** *N Engl J Med* 2002, **347:**1999-2009.

14. Bild AH, Yao G, Chang JT, Wang Q, Potti A, Chasse D, Joshi MB, Harpole D, Lancaster JM, Berchuck A, et al: **Oncogenic pathway signatures in human cancers as a guide to targeted therapies.** *Nature* 2006, **439:**353-357.

15. Sotiriou C, Neo SY, McShane LM, Korn EL, Long PM, Jazaeri A, Martiat P, Fox SB, Harris AL, Liu ET: **Breast cancer classification and prognosis based on gene expression profiles from a population-based study.** *Proc Natl Acad Sci U S A* 2003, **100:**10393-10398.

16. Dave SS, Fu K, Wright GW, Lam LT, Kluin P, Boerma EJ, Greiner TC, Weisenburger DD, Rosenwald A, Ott G, et al: **Molecular diagnosis of Burkitt's lymphoma.** *N Engl J Med* 2006, **354:**2431-2442.

17. Phillips HS, Kharbanda S, Chen R, Forrest WF, Soriano RH, Wu TD, Misra A, Nigro JM, Colman H, Soroceanu L, et al: **Molecular subclasses of high-grade glioma predict prognosis, delineate a pattern of disease progression, and resemble stages in neurogenesis.** *Cancer Cell* 2006, **9:**157-173.

18. Liang Y, Diehn M, Watson N, Bollen AW, Aldape KD, Nicholas MK, Lamborn KR, Berger MS, Botstein D, Brown PO, Israel MA: **Gene expression profiling reveals molecularly and clinically distinct subtypes of glioblastoma multiforme.** *Proc Natl Acad Sci U S A* 2005, **102:**5814-5819.

19. Freije WA, Castro-Vargas FE, Fang Z, Horvath S, Cloughesy T, Liau LM, Mischel PS, Nelson SF: **Gene expression profiling of gliomas strongly predicts survival.** *Cancer Res* 2004, **64:**6503-6510.

20. Nutt CL, Mani DR, Betensky RA, Tamayo P, Cairncross JG, Ladd C, Pohl U, Hartmann C, McLaughlin ME, Batchelor TT, et al: **Gene expression-based classification of malignant gliomas correlates better with survival than histological classification.** *Cancer Res* 2003, **63:**1602-1607.

21. Pomeroy SL, Tamayo P, Gaasenbeek M, Sturla LM, Angelo M, McLaughlin ME, Kim JY, Goumnerova LC, Black PM, Lau C, et al: **Prediction of central nervous system embryonal tumour outcome based on gene expression.** *Nature* 2002, **415:**436-442.

22. Blaveri E, Simko JP, Korkola JE, Brewer JL, Baehner F, Mehta K, Devries S, Koppie T, Pejavar S, Carroll P, Waldman FM: **Bladder cancer outcome and subtype classification by gene expression.** *Clin Cancer Res* 2005, **11:**4044-4055.

23. Dyrskjot L, Zieger K, Real FX, Malats N, Carrato A, Hurst C, Kotwal S, Knowles M, Malmstrom PU, de la Torre M, et al: **Gene expression signatures predict outcome in non-muscle-invasive bladder carcinoma: a multicenter validation study.** *Clin Cancer Res* 2007, **13:**3545-3551.

24. Shedden K, Taylor JM, Enkemann SA, Tsao MS, Yeatman TJ, Gerald WL, Eschrich S, Jurisica I, Giordano TJ, Misek DE, et al: **Gene expression-based survival prediction in lung adenocarcinoma: a multi-site, blinded validation study.** *Nat Med* 2008, **14:**822-827.

25. Beer DG, Kardia SL, Huang CC, Giordano TJ, Levin AM, Misek DE, Lin L, Chen G, Gharib TG, Thomas DG, et al: **Gene-expression profiles predict survival of patients with lung adenocarcinoma.** *Nat Med* 2002, **8:**816-824.

26. Yang XJ, Tan MH, Kim HL, Ditlev JA, Betten MW, Png CE, Kort EJ, Futami K, Furge KA, Takahashi M, et al: **A molecular classification of papillary renal cell carcinoma.** *Cancer Res* 2005, **65:**5628-5637.

27. Zhao H, Ljungberg B, Grankvist K, Rasmuson T, Tibshirani R, Brooks JD: **Gene expression profiling predicts survival in conventional renal cell carcinoma.** *PLoS Med* 2006, **3:**e13.

28. Zhan F, Huang Y, Colla S, Stewart JP, Hanamura I, Gupta S, Epstein J, Yaccoby S, Sawyer J, Burington B, et al: **The molecular classification of multiple myeloma.** *Blood* 2006, **108:**2020-2028.

29. Carrasco DR, Tonon G, Huang Y, Zhang Y, Sinha R, Feng B, Stewart JP, Zhan F, Khatry D, Protopopova M, et al: **High-resolution genomic profiles define distinct clinico-pathogenetic subgroups of multiple myeloma patients.** *Cancer Cell* 2006, **9:**313-325.

30. Tothill RW, Tinker AV, George J, Brown R, Fox SB, Lade S, Johnson DS, Trivett MK, Etemadmoghadam D, Locandro B, et al: **Novel molecular subtypes of serous and endometrioid ovarian cancer linked to clinical outcome.** *Clin Cancer Res* 2008, **14:**5198-5208.

31. Lu KH, Patterson AP, Wang L, Marquez RT, Atkinson EN, Baggerly KA, Ramoth LR, Rosen DG, Liu J, Hellstrom I, et al: **Selection of potential markers for epithelial ovarian cancer with gene expression arrays and recursive descent partition analysis.** *Clin Cancer Res* 2004, **10:**3291-3300.

32. Nakagawa T, Kollmeyer TM, Morlan BW, Anderson SK, Bergstralh EJ, Davis BJ, Asmann YW, Klee GG, Ballman KV, Jenkins RB: **A tissue biomarker panel predicting systemic progression after PSA recurrence post-definitive prostate cancer therapy.** *PLoS One* 2008, **3:**e2318.

33. Chen X, Leung SY, Yuen ST, Chu KM, Ji J, Li R, Chan AS, Law S, Troyanskaya OG, Wong J, et al: **Variation in gene expression patterns in human gastric cancers.** *Mol Biol Cell* 2003, **14:**3208-3215.

34. Cromer A, Carles A, Millon R, Ganguli G, Chalmel F, Lemaire F, Young J, Dembele D, Thibault C, Muller D, et al: **Identification of genes associated with tumorigenesis and metastatic potential of hypopharyngeal cancer by microarray analysis.** *Oncogene* 2004, **23:**2484-2498.

35. Chung CH, Parker JS, Karaca G, Wu J, Funkhouser WK, Moore D, Butterfoss D, Xiang D, Zanation A, Yin X, et al: **Molecular classification of head and neck squamous cell carcinomas using patterns of gene expression.** *Cancer Cell* 2004, **5:**489-500.

36. Lenz G, Wright G, Dave SS, Xiao W, Powell J, Zhao H, Xu W, Tan B, Goldschmidt N, Iqbal J, et al: **Stromal gene signatures in large-B-cell lymphomas.** *N Engl J Med* 2008, **359:**2313-2323.

37. Garber ME, Troyanskaya OG, Schluens K, Petersen S, Thaesler Z, Pacyna-Gengelbach M, van de Rijn M, Rosen GD, Perou CM, Whyte RI, et al: **Diversity of gene expression in adenocarcinoma of the lung.** *Proc Natl Acad Sci U S A* 2001, **98:**13784-13789.

# Supplementary material for: Gene expression profiling of mouse p53-deficient epidermal carcinoma defines molecular determinants of human cancer malignancy
**Source:** Mol Cancer. 2010 Jul 14;9:193. doi: 10.1186/1476-4598-9-193
**Supplement:** Additional file 5 — Overlapping between underexpressed genes in the tumor signature of p53-deficient mouse and genes underexpressed in human primary tumors with malignant behavior. The figure represents the overlapping significance with signatures of poor-outcome human tumors from different anatomical locations (A) and the list of genes which are underexpressed in the majority of the human signatures (B).

**Addtional file 5.**

(A)Overlapping between underexpressedgenes in the mouse p53-tumor signature and genes underexpressed in human primary tumors with malignant behavior from 5 different cancer types. n: number of human tumors analyzed. Bar plots represent the significance of the overlap between mouse p53-tumors and human tumor samples (p-val, Fisher’s exact test). Above the plot is represented the color codes for each cancer tissue.

(B) Common genes underexpressed in the malignant signature analysis. Mouse p53-tumor genes which are overexpressed in at list 4 out of 7 human malignant cancers are shown. These genes represent a mouse p53-tumor DOWN gene SIGNATURE in malignant human cancer

How the deposited data were processed for this re-analysis (not part of the article)

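The deposited training dataset was used: Affymetrix MOE430 2.0 arrays of 20 samples, with 5 samples of normal skin from wild type mice, 7 tumors from Trp53 ΔEC mice and 8 tumors from Rb ΔEC; Trp53 ΔEC mice, all of FVB strain. Total RNA had been extracted with a fibrous tissue kit, tested on a Bioanalyzer and labelled with biotin. As deposited, the log2 values had been made by the authors, who background-corrected, normalized and summarized the probes into probesets by RMA, whose version is not given in the sources used here. They run from 2.337 to 14.718, and that they are logarithms was checked on the data. The file held 45101 probesets, and all of its sample columns were matched to a labelled sample. The testing dataset, the human datasets and the immunohistochemistry were not used here.

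Samples were grouped by the genotype and histological subtype in their labels. The labels do not say whether each tumor came from a different mouse, so the p-values measure the spread between these samples. Replicate numbers were taken as names, not as pairs. The comparisons were: tumors against normal skin, undifferentiated and spindle cell carcinomas against poorly differentiated carcinomas without the mixed tumors, and Rb ΔEC; Trp53 ΔEC against Trp53 ΔEC tumors.

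The 64 Affymetrix control probesets were left out of the tests, so that 45037 were tested, although the adjustment had been planned over all probesets. The annotation gave 1 gene symbol for 34945 probesets, several for 932 and none for 9160, and 204 probesets had a gene identifier that the RefSeq table used here does not hold. For each gene the probeset with the highest mean over all arrays was kept, the rule that the paper applies to its 20-gene signature and that was extended here to the whole array, which left 18193 genes. Symbols missing from the annotation were not analysed.

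Each comparison used limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all probesets or genes tested. Calls were made at an adjusted p under 0.05, and between genotypes also at the paper's 0.1. For tumors against skin the methods' threshold of 3e-07 was applied as well, with SAM at a q under 0.001 from 100 permutations. Among the 10 ways of selecting probesets that were compared with the paper's 682, the Welch test with SAM and limma at 3e-07 had been planned, and the others were chosen after the paper's counts were known.

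In all, 46 gene lists, the tests, the alternatives and the rule for naming genes were written before the data were examined. The lists were the paper's 20-gene signature, the further genes of its 26-gene and 51-gene signatures, its EMT and its epithelial genes, other mesenchymal and other epithelial genes, epidermal differentiation, stress keratins and wound keratinocytes, hair follicle stem cells, hair shaft and sheath, sebaceous gland, mitosis and chromosome segregation, DNA replication, DNA repair, E2F and Rb pathway, p53 targets, the targeted genes, skeletal muscle, muscle progenitors, smooth muscle, adipocytes, nerve and Schwann cells, melanocytes, macrophages and monocytes, neutrophils, T and NK cells, B and plasma cells, Langerhans and dendritic cells, mast cells, endothelium, vasculature development, integrins and cell-matrix adhesion, endocytosis, matrix proteases, inflammatory cytokines, interferon response, hypoxia and glycolysis, mitochondrial respiration, ribosome biogenesis, pluripotency, developmental transcription factors of PRC2-bound families, Polycomb members, RNA and cell stress, red blood cells and housekeeping genes. They were tested with limma's camera at a preset correlation of 0.01, two-sided and adjusted over the lists, and by counts of members past the gene test, over all genes and adjusted over the list alone.

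The genes named are those the paper names for the mouse arrays; for tumors against skin the 10 largest changes each way, and by grade the 8 largest, among genes past the test whose groups do not overlap; between genotypes the 5 with the smallest p each way; and from each list 4 members, first those past the test with the largest change and then those with the smallest p. The fold changes of Additional files 2 and 3 had been seen when this rule was written. *Rbl2* and *Snai2* were named outside it, after their values were seen.

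The 20-gene score of a sample is the mean log2 value of the 20 genes, compared by exact permutation tests. Pearson distances between tumors were compared within and between groups by one-sided exact permutation tests. Principal components were taken of centred values. The correlation of fold changes between genotypes was set against 50 simulated pairs of unchanged groups that share the skin samples, and against splits of the skin samples. Each comparison was repeated on 100 splits of its samples, drawn at random with the real one among them. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

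The alternatives were quantile normalization, centring each array on its median, only the brighter probesets (those with a mean above the median), eBayes with trend and robust, the unequal-variance t-test (Welch), an equal-variance t-test, array weights, other designs and samples, the replicate number as a block, the median of the probesets of a gene, camera with an estimated correlation and fry, and leaving out each sample. The paper's methods name a t-test without its variance option, so both forms are readings of it. A fit of all arrays in 4 histology groups, with the *Actb* difference as a covariate, was added after the data were seen. The tests were checked on simulated changes. Changes of 1 on the log2 scale were recovered in 69.5% of probesets for tumors against skin, in 76% by grade and in 73% between genotypes. Changes of 0.5 were recovered in 34.5%, 26.5% and 46%. For arrays no depth can be given, and the number of samples limits the precision.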

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

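The tests on the 100 splits were chosen after the results they concern were seen, and the fit with the *Actb* difference as a covariate was chosen after the data were seen but before its own result. The other tests were chosen before.

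Each group of samples was searched for a sample far from its group, in 33 tests, of which chance marks about 1 in 20. A single one stood out: the *Actb* difference between the 3′ and 5′ probesets was 1.19 in normal skin 2, and the next skin sample was at 0.69. The gap was 0.725 of the range of the group. Normal skin 2 had the most degraded RNA by this measure, and the *Gapdh* control, which the search did not include, was highest in the same sample too (0.84, next skin sample 0.44). None of its other searched values was set apart.

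A pair of gene sets that the paper does not discuss fell in the tumors. The adipocyte list had a median log2 fold change of −3.55 against skin (camera, adjusted p = 6.54e-13, and 0.00248 with an estimated correlation), and its mean value lay between 5.48 and 6.94 in tumors and between 9.46 and 9.79 in skin. The Langerhans and dendritic cell list had a median of −2.35 (adjusted p = 1.95e-09, and 0.0219), with means between 6.17 and 7.24 in tumors and between 8.85 and 9.15 in skin. Both are marked because the paper, which tested the whole array, does not discuss these genes. Whether fewer fat and dendritic cells or less RNA per cell lowered them was not tested, and whole skin and tumor tissue differ in their cells by design.

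The difference between grades went together with RNA quality, since the *Actb* difference did not overlap between undifferentiated/spindle and poorly differentiated carcinomas. In a fit of all arrays in 4 histology groups, 4798 probesets were higher and 3396 lower between these grades without the covariate, and 3508 and 2671 with it. The median absolute log2 fold change of the called probesets was 1.045 before and 1.056 after, 101% of its value, and 7650 of 7655 kept their sign. This argues against RNA degradation, as the *Actb* control reads it, as the whole cause. A difference in degradation that this control does not read, and the different cells of the tumors, stay open.

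As a list at the preset correlation, skeletal muscle genes were lower in Rb ΔEC; Trp53 ΔEC than in Trp53 ΔEC tumors, although none of the 39 passed over all genes and the list did not pass with an estimated correlation (0.279). Muscle tissue in Trp53 ΔEC tumor 4, which had the highest muscle score at 7.62, might explain this, but without that tumor the median was −0.58. Leaving out each tumor gave medians from −0.96 to −0.58. Muscle fibers taken along with several Trp53 ΔEC tumors, and a difference between the genotypes, stay open.

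DNA replication genes were, as a list at the preset correlation, higher in Rb ΔEC; Trp53 ΔEC tumors, and none of the 42 passed over all genes. A different mix of grades could raise them, but with grade as a covariate their median was 112.6% of its value without it. This argues against the mix of grades as the cause. Loss of Rb, which the design names, is a candidate explanation that was not tested apart from the genotype, and with an estimated correlation between genes the list did not pass (0.257).

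Chance can be excluded as the source of the number of probesets called between tumors and skin, which was 16317, with 1301 in the highest of the other splits and 1 split of 100 as large, the real one. It can be excluded between grades as well, where 7655 were called and at most 29 in another split, again with 1 as large. Between genotypes chance stays open, since the real count lies within the range of the other splits. There 39 were called, 3 of the 100 splits gave as many, the real one included, and the highest other split gave 510. That split put 5 poorly differentiated tumors in a group against 1, and all 5 undifferentiated/spindle carcinomas in the other, so it followed the structure of the samples by grade.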

How the results depend on the processing

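None of the settings named here was chosen after the data were seen; the fit with the *Actb* covariate, which was, is given with the weighing of RNA quality. The scale of the values was not varied, since they are on a log2 scale, and the grades share too few replicate numbers for a block. Signal over background was not given per probeset, so the brighter probesets alone stand in for a limit on signal. Of the main results, 127 values for tumors against skin stayed within their limits and 14 moved, 56 and 2 by grade, and 43 and 25 between genotypes. The 9 values of distances, components and the correlation between genotypes stayed.

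Between tumors and skin, only the brighter probesets gave 3375 lower, and 285 at 3e-07, where fewer probesets were tested. At 3e-07, the equal-variance test gave 206 higher, array weights 979 higher and 970 lower, the replicate block 23 and 177, and the Welch test, alone or with SAM, 332 lower. By grade, the Welch test gave 2910 higher, and mixed tumors counted with undifferentiated/spindle ones 2677. Between genotypes, the brighter probesets gave 9 higher, Welch 10 higher and 5 lower, trend and robust 13 lower, equal variances 12 lower, and grade as a covariate 53 higher. The block gave 0 higher and 2 lower, and poorly differentiated tumors only, a smaller sample, 0 and 1. At an unadjusted p under 0.05, limma called 1351 higher and 1224 lower in these tumors, and 1533 and 1134 in all tumors. Replicate numbers do not pair the samples: of 17 pairs of samples with the same number, 2 correlated above 0.1, with values from −0.416 to 0.619. Leaving out each sample gave 145 (without normal skin replicate 5) to 353 (without Trp53 ΔEC tumor replicate 4) higher at 3e-07, 10 (without Trp53 ΔEC tumor replicate 7) to 27 (without Rb ΔEC; Trp53 ΔEC tumor replicate 6) higher between genotypes, and 9 (without Rb ΔEC; Trp53 ΔEC tumor replicate 1) to 21 (without Trp53 ΔEC tumor replicate 1) lower. Apart from the smaller numbers tested, the cause was not tested.

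Of the lists, 279 values against skin kept direction and side of the threshold, 13 gained and 28 lost a call. By grade these numbers were 328, 4 and 34, and between genotypes 298, 16 and 46, with 6 reversed. Reversed with poorly differentiated tumors only were the paper's EMT genes (−0.555), other epithelial genes (0.345), hair shaft (−0.118), T and NK cells (−0.166) and inflammatory genes (−0.472), and with grade as a covariate epidermal differentiation (−0.385). An estimated correlation ended 11 calls against skin, 18 by grade and 14 between genotypes. The fry test ended 1, 3 and 14, and gained 5 against skin and 2 by grade. Of the named genes' values, 916 against skin stayed, 21 gained, 24 lost and 3 reversed, all with the median of probesets: *Cenpa* (−0.41, adjusted p = 0.00203), *Eps15* (0.16, 0.536) and *Slc4a1* (−0.75, 0.0108). By grade, 911 stayed, 6 gained and 43 lost a call, and between genotypes 960 stayed and 8 lost one. Of 208 named genes called against skin 185 kept the call whichever sample was left out, of 152 by grade 127, and of 9 between genotypes 6. The cause was not tested.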

Differences from the paper's values

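At the adjusted threshold of 3e-07, the paper's number of probesets underexpressed in tumors is 311, and limma gave 571. Of the alternatives set before the data were examined, the value came within 1.5 times of the paper's with only the brighter probesets (285), with the unequal-variance test (332), with that test and SAM (332, with 260 of the paper's), and when each skin sample in turn was left out (409 to 452). It did not with quantile normalization (622), centring (671), trend and robust (599), an equal-variance test (494), array weights (970), a fit of 3 groups (539), the replicate block (177) or when each tumor in turn was left out (510 to 558). For probesets overexpressed in tumors, the paper's number is 371 and limma's 323. Of settings chosen after the paper's counts were known, the 682 smallest p of the Welch test gave 372 and 310, of which 278 and 249 are in the paper's lists, and the rest of the paper's are dropped. The Welch test at an unadjusted p under 3e-07, chosen then too, gave 1082 and 760 and held all 371 and 311 of the paper's, as did SAM alone with 5196 and 4037.

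The paper gives a corrected p of 0.002 for the overexpressed probesets shown by grade in its Fig. 2, and the probeset of the last rank shown had 0.00118 with limma. The paper does not say which datasets this comparison used. The value came within 1.5 times of the paper's with quantile normalization (0.00136), all 15 tumors in the fit (0.00163), genotype as a covariate (0.00135), and when each tumor in turn was left out (0.00198 to 0.00287) except Trp53 ΔEC tumor 4 (0.00122). It did not with centring (0.000996), only the brighter probesets (0.00125), trend and robust (0.00126), the unequal-variance test (0.00991), an equal-variance test (0.00457), array weights (0.000912) or mixed tumors counted with the undifferentiated/spindle ones (0.00714).

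Between genotypes, the paper reports 83 probesets at an FDR under 0.1, from tumors of both datasets, and limma gave 39 on the training dataset. With grade as a covariate the number was 77, within 1.5 times of the paper's. It was not with quantile normalization (42), centring (36), only the brighter probesets (23), trend and robust (27), the unequal-variance test (15), an equal-variance test (31), array weights (38), the replicate block (2), poorly differentiated tumors only (1) or when each tumor in turn was left out (21 to 44).

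The paper names 9 EMT genes as overexpressed in undifferentiated/spindle carcinomas. All had a positive log2 fold change and 6 passed limma's test over all genes, whereas *Zeb2* (1.48, adjusted p = 0.0789), *Col6a1* (1.27, 0.0607) and *Col6a2* (0.98, 0.177) did not. *Zeb2* passed with the median of its probesets in place of the brightest, and adjusted over the list alone 8 of the 9 passed. The paper states that genes of vasculature development rose with this grade. In the list used here, which is not the paper's, 9 rose and 4 fell, and the list did not pass the camera test (adjusted p = 0.363). The endothelial list did (0.000118), but not with an estimated correlation (0.61). By the fry test the endothelial list passed (0.0177) and the vasculature list did not (0.14).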

Other observations

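The camera test of the p53 target list was planned, but its use as a test of the loss of p53 was chosen after its result was seen. Inflammation differed between tumors and skin and again between grades, which the paper does not describe. Against skin, 11 of 32 inflammatory cytokine and chemokine genes rose and none fell, with *Ptgs2* (4.38) and *Cxcl5* (3.69) among the largest rises. The list's median was 0.81 (camera, adjusted p = 0.0314, and 0.621 with an estimated correlation). Of 13 neutrophil genes, 5 of which stand in another list, 6 rose, with *S100a9* (4.98), *S100a8* (4.24) and *Il1b* (2.75) highest, and the median was 1.33 (0.0254, and 0.597). In undifferentiated/spindle carcinomas these genes were lower than in poorly differentiated ones. Neutrophil genes fell in 7 of 13 cases and none rose (median −2.11, adjusted p = 2.05e-06, and 0.117). Inflammatory genes fell in 16 of 32 cases, with *Cxcl3* (−6.21) and *Cxcl2* (−5.81) lowest, and rose in 4 (median −1.04, 0.00519, and 0.52). Interferon response genes rose in 7 of 24 cases and none fell, with *Ifit2* (3.17) and *Ifit3* (2.67) highest (median 1.09, 0.000394, and 0.61). Keratinocytes make many of the same factors, so that these lists do not count immune cells alone.

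Poorly differentiated carcinomas were also higher in genes of oxygen shortage and of stress. Of 26 hypoxia and glycolysis genes, 7 were lower and 1 higher in undifferentiated/spindle carcinomas, with *Car12* (−5.78) lowest (median −0.57, adjusted p = 0.00195, and 0.724 with an estimated correlation). RNA and cell stress genes were lower in 10 of 22 cases and higher in 1, with *Ier3* (−2.66) and *Fos* (−2.43) lowest (median −0.67, 0.00943, and 0.52). Sebaceous gland genes were lower in 7 of 13 cases and none was higher, such as *Elovl3* (−4.52) (median −2.14, 0.000229, and 0.516). Mitosis genes had a median of 0.33 by grade (0.0221, and 0.784), with 6 higher and 1 lower of 55, and the call was lost without Trp53 ΔEC tumor 4 or Rb ΔEC; Trp53 ΔEC tumor 1, 3 or 7 (up to 0.128). Hair shaft genes, 5 of 26 lower and none higher, had a median of −0.32 (0.0494, and 0.782), and their call was lost in 7 of the 11 fits that left out a tumor (up to 0.18).

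The p53 target genes did not pass the camera test between tumors and skin (adjusted p = 0.667), and their members moved both ways, so that loss of p53 as a cause of lower targets cannot be told apart from no change in the list. By grade, 14 of 38 were lower in undifferentiated/spindle carcinomas and 4 higher (median −0.43, adjusted p = 0.00252, and 0.117 with an estimated correlation). *Perp* (−5.89), *Psrc1* (−2.60), *Trp73* (−2.13) and *Cdkn1a* (−2.04) were lowest, and *Perp* encodes a desmosomal protein.

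Several lists moved between tumors and skin without holding with an estimated correlation. Stress keratin genes rose in 6 of 14 cases (median 2.45, adjusted p = 0.0475, and 0.706) and hypoxia genes in 8 of 26, where 1 fell, with *Vegfa* (2.04) and *Slc2a1* (1.98) (median 0.65, 0.0475, and 0.706). Each of these calls was lost in 9 of the 20 fits that left out a sample, with an adjusted p of up to 0.0723 and 0.0698. Housekeeping genes had a median of 0.23 (0.0334, and 0.0587), a call lost with each array centred on its median, with *Tbp* (1.28) higher and *Sdha* (−0.85) lower.

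Other lists did not pass the camera test against skin. Their medians were −0.60 for macrophages (adjusted p = 0.349), with *Cd163* (−4.13) and *Ccr2* (−2.50) lower and *Cd14* (2.27) higher, −0.26 for T and NK cells (0.28), 0.35 for B and plasma cells (0.349) and −0.20 for mast cells (0.869), with *Tpsab1* (3.40) higher and *Cpa3* (−2.66) and *Mcpt4* (−2.57) lower. They were −0.53 for endothelium (0.0699), 0.51 for vasculature development (0.121), 0.34 for integrins (0.473), −0.09 for endocytosis (0.508) and 0.58 for matrix proteases (0.0628), of which 10 rose, such as *Timp1* (3.71), *Mmp10* (3.25) and *Mmp12* (3.10), and 4 fell. By limma's gene test, 7 of 21 T and NK cell genes fell and none rose. Of 19 endothelial genes 6 fell and 1 rose, and of 28 vasculature genes 9 rose and 2 fell. The endothelial and the protease list each passed in 4 of the 20 fits that left out a sample. The paper's epithelial genes had a median of −1.94 (0.121); limma and the equal-variance test called none of them, the unequal-variance test 8 lower, and 4 were lower at an unadjusted p under 0.05. The medians were, for other epithelial genes, −1.34 (0.0891), for hair follicle stem cell genes −0.80 (0.109), with *Krt15* (−6.01) lower and *Runx1* (2.62) higher, and for hair shaft genes 0.09 (0.917). Interferon response genes were at −0.29 (0.445), where limma and the equal-variance test called no member, the unequal-variance test 1 higher and 2 lower, and 3 were lower at an unadjusted p under 0.05. RNA and cell stress genes were at 0.05 (0.682), red blood cells at 0.22 (0.414) and *Rb1*, the measured member of the targeted genes, at −1.27 (0.217), although limma's gene test called *Rb1* lower (adjusted p = 0.00116).

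Between genotypes, further lists passed camera at the preset correlation and none with an estimated one: mitosis (median 0.17, adjusted p = 0.000662, and 0.899), DNA repair (0.11, 0.00079, and 0.875), hair shaft (0.42, 0.000428, and 0.886), T and NK cells (0.28, 0.0013, and 0.875), inflammatory genes (0.45, 0.0027, and 0.875) and RNA stress (0.48, 0.000863, and 0.669). Epidermal differentiation (0.62, 0.0445, and 0.937), hypoxia (0.25, 0.0256, and 0.899) and *Rb1* (−0.78, 0.0314, and 0.279) passed as well. No member of these lists was called over all genes by limma, the unequal-variance test or the equal-variance test, and at an unadjusted p under 0.05 limma had 2 higher in mitosis and 4 in DNA repair. Mitosis and DNA repair lost the call without Trp53 ΔEC tumor 4, inflammatory genes without Trp53 ΔEC tumor 7, hypoxia and *Rb1* in 5 of the 15 fits that left out a tumor and epidermal differentiation in 9. The medians moved too in these fits, from 0.165 to 1.099 for epidermal differentiation and from 0.122 to 0.329 for hypoxia. They lay between 0.105 and 0.278 for mitosis and between 0.065 and 0.194 for DNA repair. The direction turned for epidermal differentiation with grade as a covariate (−0.385), and with poorly differentiated tumors only for hair shaft (−0.118), T and NK cells (−0.166) and inflammatory genes (−0.472).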
